# Circular RNA circARPC1B functions as a stabilisation enhancer of Vimentin to prevent high cholesterol‐induced articular cartilage degeneration

**DOI:** 10.1002/ctm2.1415

**Published:** 2023-09-22

**Authors:** Jiarui Li, Xiang Li, Shengji Zhou, Yuxin Wang, Tiantian Ying, Quan Wang, Yizheng Wu, Fengchao Zhao

**Keywords:** cholesterol, circARPC1B, osteoarthritis, Vimentin

## Abstract

**Background:**

Osteoarthritis (OA) is a prevalent and debilitating condition, that is, directly associated with cholesterol metabolism. Nevertheless, the molecular mechanisms of OA remain largely unknown, and the role of cholesterol in this process has not been thoroughly investigated. This study aimed to investigate the role of a novel circular RNA, circARPC1B in the relationship between cholesterol and OA progression.

**Methods:**

We measured total cholesterol (TC) levels in the synovial fluid of patients with or without OA to determine the diagnostic role of cholesterol in OA. The effects of cholesterol were explored in human and mouse chondrocytes in vitro. An in vivo OA model was also established in mice fed a high‐cholesterol diet (HCD) to explore the role of cholesterol in OA. RNAseq analysis was used to study the influence of cholesterol on circRNAs in chondrocytes. The role of circARPC1B in the OA development was verified through circARPC1B overexpression and knockdown. Additionally, RNA pulldown assays and RNA binding protein immunoprecipitation were used to determine the interaction between circARPC1B and Vimentin. CircARPC1B adeno‐associated virus (AAV) was used to determine the role of circARPC1B in cholesterol‐induced OA.

**Results:**

TC levels in synovial fluid of OA patients were found to be elevated and exhibited high sensitivity and specificity as predictors of OA diagnosis. Moreover, elevated cholesterol accelerated OA progression. CircARPC1B was downregulated in chondrocytes treated with cholesterol and played a crucial role in preserving the extracellular matrix (ECM). Mechanistically, circARPC1B is competitively bound to the E3 ligase synoviolin 1 (SYVN1) binding site on Vimentin, inhibiting the proteasomal degradation of Vimentin. Furthermore, circARPC1B AAV infection alleviates Vimentin degradation and OA progression caused by high cholesterol.

**Conclusions:**

These findings indicate that the cholesterol‐circARPC1B‐Vimentin axis plays a crucial role in OA progression, and circARPC1B gene therapy has the opportunity to provide a potential therapeutic approach for OA.

## 1 INTRODUCTION

Osteoarthritis (OA) is a prevalent debilitating condition that imposes a tremendous and growing burden on the healthcare system, affected individuals, and socioeconomic factors.^1^ Currently, it affects 250 million individuals globally and ranks as the second most common physical disability in our country. Various factors such as aging, gender, obesity, and trauma may contribute to the pathogenesis of OA, its main symptoms are articular cartilage degradation, synovial inflammation, osteophyte development, and subchondral bone remodeling.^2^ In the past few years, increasing evidence supports that cholesterol is a risk factor for initiating OA. Increasing animal studies have been devoted to reveal the role of cholesterol in the OA pathogenesis. Some of these studies indicated that feeding mice models (and other animals) of OA a high‐cholesterol diet (HCD) resulted in promoted OA progression and that increased cholesterol uptake in OA chondrocytes in these mice.^3^, ^4^, ^5^ In addition, other studies have found statins (cholesterol‐lowering drugs) to reduce cartilage damage in mouse models of OA.^6^, ^7^ However, the relationship between cholesterol and OA has been the subject of considerable controversy in clinical studies. Our previous study as well as quite a few clinical studies supports a correlation between high serum cholesterol levels and OA.^8^, ^9^, ^10^ In the other side, some clinical investigations have reported opposite results, concluding that there is no significant correlation between cholesterol levels and OA.^11^, ^12^ Considering the fact that high fat intake and an inactive lifestyle are major health problems in today's modern society, as well as the controversy that still exists in clinical research. Further exploration of the specific mechanisms between cholesterol and OA would be valuable. Choi et al.’s research showed that the CH25H‐CYP7B1‐RORα axis of cholesterol metabolism plays an essential role in OA progression.^5^ Moreover, Cao et al. found that cholesterol‐induced reduction in LRP3 has been linked to OA cartilage degradation.^13^ Nevertheless, the role of cholesterol in molecular mechanisms of OA pathogenesis has not been thoroughly investigated.

Circular RNAs (circRNAs) are a novel type of noncoding RNA formed by covalently closed continuous loops without a terminal 5 ‘cap and 3′ polyadenylate tail.^14^ Recent publications have highlighted the involvement of circRNAs in the OA development and progression. For instance, circPDE4B has been shown to act as a scaffold for RIC8A and MID1, promoting articular cartilage repair and preventing deterioration.^15^ Additionally, circPDE4D has been found to mitigate OA by modulating FGF18 and miR‐103a‐3p.^16^ However, the relationship between circRNAs and cholesterol metabolism in OA remains unexplored.

Vimentin, the primary component of intermediate filament protein, is involved in the epithelial–mesenchymal transformation, promotes metastasis through cytoskeleton reprogramming, and functions as a stem cell scaffold.^17^ A previous study showed that the Vimentin expression in chondrocytes of the OA rat model was reduced by 20%.^18^ Type II collagen (COL2A1) and Aggrecan expression are decreased, while matrix metalloproteinases (MMPs) and a disintegrin and metalloproteinase with thrombospondin motif (ADAMTS) protein expression are increased in chondrocyte extracellular matrix (ECM) degradation, which is an important and significant characteristic of OA cartilage.^19^, ^20^, ^21^ Vimentin downregulation has been reported to reduce expression of the Aggrecan and COL2A1 genes in chondrocytes and lead to ECM degradation.^22^ Posttranslational modifications, such as ubiquitination, acetylation, and phosphorylation, can affect the stability and functionality of Vimentin.^23^, ^24^

In our study, we intend to analyse whether the total cholesterol (TC) level in synovial fluid of OA patients could serve as a potential diagnostic marker for OA. In addition, we also investigated the function role of the cholesterol/circARPC1B/Vimentin axis in OA progression and provided a latent therapeutic target for the OA treatment.

## 2 MATERIALS AND METHODS

### 2.1 Human synovial fluid and cartilage sample collection

Human synovial fluid and cartilage samples were collected and categorised according to protocols approved by the ethics committee of the First Affiliated Hospital of Zhejiang University School of Medicine. Obtained informed consent from all patients. OA was diagnosed by experienced orthopaedic surgeons and rheumatologists based on clinical information related to the American College of Rheumatology classification criteria.^25^ Due to the patient's medication status being considered an important exclusion criterion for the study, cartilage samples were strictly selected from patients who had no history of OA medication treatment (including steroid or non‐steroidal anti‐inflammatory drug treatment), rheumatoid arthritis, infectious arthritis, or severe underlying disease within 3 years of total knee arthroplasty. The control cartilage tissue was taken from knee fracture patients without a history of OA (*n* = 7). Pathological cartilage tissues were obtained from 67 individuals with a history of OA who underwent total knee arthroplasty. The clinical information of the patients is listed in Table S1. Human cartilage specimens were evaluated using the Kellgren–Lawrence grade (KL, preoperative imaging) and the OARSI histopathology grading system (histological staining). Details of the KL and the OARSI grading system was shown in Additional file 1.

### 2.2 Cell culture

Human chondrocyte line C28/I2 was bought from Sigma–Aldrich (St. Louis, MO, USA) and HEK293T cell line (ATCC: CRL‐1573) was bought from the American Type Culture Collection (ATCC, Manassas, VA, USA). Primary mouse chondrocytes (MCs) were isolated from the tibial plateau and femoral condyle at postnatal day 5 by 0.2% collagenase digestion (Sigma–Aldrich).^26^ Chondrocytes and HEK293T cells were cultured in the Dulbecco's modified Eagle's medium (DMEM, BasalMedia, Shanghai, China) supplemented with 10% Fetal bovine serum (FBS, Procell, Wuhan, China), 1% penicillin/streptomycin (1%, Procell) at 37°C and under 5% CO_2_ incubation.

### 2.3 Cholesterol assay

TC levels in synovial fluid, serum, cells and cartilages were detected using a Total Cholesterol Assay Kit (Solarbio, Beijing, China) according to the manufacturer's instruction and the detailed method was shown in Additional file 1. Nitrobenzoxadiaz (NBD)‐cholesterol (Biofound Biotechnology Co, Beijing, China), a fluorescent cholesterol analogue, was used to assess the cholesterol absorption level of cells. Briefly, chondrocytes were cultured for 24 h in serum‐free DMEM containing 5 μg/mL NBD‐cholesterol with or without 10 μg/mL IL‐1β (Peprotech, NJ, USA), 50 μg/ml Tumor necrosis factor α (TNFα, Peprotech), or hydrogen peroxide. After the treatment, the cells were fixed in 4% paraformaldehyde (PFA) for 15 min and stained with DAPI (Sigma–Aldrich) for 20 min. The cells were observed using a fluorescence microscope (NIKON TE2000, Nikon Corporation, Japan).

### 2.4 Quantitative real‐time polymerase chain reaction

Total RNA was extracted from chondrocytes using the TRIzol Reagent (CWBIO, Beijing, China). For RNase R treatment, 2 mg of total RNA was treated with or without 3 U/mg Rnase R (Epicenter Technologies) at 37°C for 15 min. Evo M‐MLV RT premix for qPCR(Accurate Biotechnology(Hunan)Co., Ltd, ChangSha, China) was used to reverse transcribe total RNA into cDNA, which was then quantified by real‐time fluorescent quantitative PCR. Specific primers were synthesised to amplify circARPC1B, and the amplified products were detected through agarose gel electrophoresis and sequencing. For mRNA analysis, the 2X HotStart SYBR qPCR Master Mix (Bioeast Biotech Co., Ltd, Hangzhou, China) was used, and the reactions were subsequently measured using the ABI Prism 7500 Fast System (Applied Biosystems, CA, USA) following the manufacturer's protocols. The expression level of each gene was calculated using the 2 − ΔΔ*Ct* method, with β‐actin serving as the endogenous control. The method used to design the divergent primers for circRNAs PCR was shown in Addition file 1 and the primer sequences are shown in Table S2.

### 2.5 Western blotting

Protein extraction was performed by lysing primary MCs and C28/I2 cells in RIPA buffer (Beyotime Biotechnology, Shanghai, China) supplemented with protease inhibitor (Fudebio, Hangzhou, China). The protein concentration was measured using a bicinchoninic acid protein assay kit (Beyotime). Equivalent amounts of protein were separated by 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS‐PAGE) and transferred to a polyvinylidene fluoride (PVDF) membrane (EMD Millipore). The membranes were blocked and then incubated with primary antibodies for 12 h at 4°C, then incubated with corresponding secondary antibodies (Proteintech, Wuhan, China) for one hour. β‐actin was used as the internal standard, and the relative grey level of proteins was calculated using ImageJ software (NIH, Bethesda, MD, USA). The antibodies used were as follows: anti‐β‐actin antibody (1:2000, Proteintech, 66009‐1‐Ig), anti‐LOX1 antibody (1:1000, Proteintech, 11837‐1‐AP), anti‐Aggrecan antibody (1:1000, Sigma–Aldrich, c8035), anti‐COL2A1 antibody (1:1000, abcam, ab34712), anti‐MMP3 (1:1000, Proteintech, 17873‐1‐AP), anti‐MMP13 (1:1000, abcam, ab39012), anti‐ADAMTS4 (1:1000, Proteintech, 11865‐1AP), anti‐ADAMTS5 (1:1000, abcam, ab41037), anti‐Vimentin (1:1000, Cell Signaling Technology, 5741), anti‐FLAG (1:1000, abcam, ab205606), and anti‐SYVN1 (1:1000, Proteintech, 67488‐1‐Ig).

### 2.6 Immunofluorescence

Primary MCs and C28/I2 cells were fixed in 4% PFA for 20 min, permeabilised with 0.1% Triton X‐100 for 30 min, and then blocked with 5% Bovine serum albumin (BSA) at room temperature (RT) for 30 min. The cells were incubated with the following primary antibodies: anti‐LOX1 antibody (1:200, Proteintech, 11837‐1‐AP), anti‐Aggrecan antibody (1:200, Sigma–Aldrich, c8035), anti‐COL2A1 antibody (1:200, Abcam, ab34712), anti‐Vimentin (1:200, Cell Signaling Technology, 5741), and anti‐SYVN1 (1:200, Proteintech, 67488‐1‐Ig). After rinsing with phosphate buffer saline (PBS), the cells were incubated with fluorescent secondary antibodies at RT for 1 h. Subsequently, the cells were rinsed with PBS and stained with DAPI at RT for 20 min. Finally, the target proteins were observed using a fluorescence microscope (NIKON TE2000, Nikon Corporation, Japan).

### 2.7 OA model in mice

Experimental OA induced by medial meniscus destabilisation (DMM) in 12‐week‐old male mice following anaesthesia with 75 mg/kg ketamine and 10 mg/kg xylazine. The specific steps of DMM surgery refer to the previous literature.^27^ Sham‐operated mice were used as the control group. The mice were randomly divided into four groups, each containing 6 mice: SHAM + NC vector, SHAM + circARPC1B, DMM + NC vector, and DMM + circARPC1B groups. DMM surgery was performed on the right knee of the mice as described in a previous article.^27^ One week after the surgery, 10 μL of AAV (approximately 1 × 10^12^ μg/mL) (HanBio, Shanghai, China) was injected into the knee joints using 10 μL microsyringe with 34 G needle (Hamilton, Switzerland). After 8 weeks, the mice were sacrificed, and the articular cartilage of their knees were collected for histological and gene expression analysis. Detailed method of generation of AAV expressing circARPC1B was shown in Additional file 1.

### 2.8 High cholesterol diet in mice

According to a previous article,^5^ 6‐week‐old male mice were fed with the AIN‐76A diet (Trophic Animal Feed High‐Tech Co., Ltd, China) as their regular diet (RD). For the HCD diet, the mice were fed with AIN‐76A diet supplemented with 2% cholesterol. DMM surgery was performed on the right knee of the mice after 6 weeks of being on the RD or HCD. These mice continued to be fed with RD or HCD and were sacrificed 6 weeks after surgery for histological and gene expression analysis.

### 2.9 Cell counting kit‐8 assay

The Cell counting kit‐8 (CCK‐8) reagent (Dojindo Molecular Technology, Kumamoto, Japan) was used to evaluate Cholesterol's cytotoxicity on chondrocytes and detailed method was shown in Additional file 1.

### 2.10 Micromass culture

To evaluate the cartilage differentiation and glycosaminoglycan (GAG) deposition, 2×10^5^ chondrocytes were suspended in 10 μL of the conventional medium and seeded as high‐density cell masses in the center of a 24‐well plate. After 1 h, 0.5 mL medium was supplemented to each well and refreshed every other day. After 7 days, cells were fixed and stained with 1% Alcian blue (Solarbio) for 2 h. Finally, the relative level of proteoglycans was determined by measuring the intensity of Alcian blue staining using ImageJ.

### 2.11 RNA isolation and library construction for RNA‐seq

To identify circular RNAs affected by cholesterol in chondrocytes, C28/I2 cells (*n* = 3 in each group) were seeded in 10 cm cell culture dishes and treated with or without 10 μg/mL cholesterol for 48 h (Selleck, Houston, TX, USA). Total RNA was then extracted using the TRIzol kit. The quantity of the library was determined using the Agilent 2100 biological analyser (Paloalto, CA, USA) and ABI StepOnePlus RT‐PCR system (Thermo Fisher). Transcriptome sequencing was performed on six cell specimens using an Illumina novaseq 6000 platform from Novo Gene Co., Ltd. (Tianjin, China). Differential expression transcripts were identified based on the following criteria: |log2 (fold change) | > 0 and *P*‐value < 0.05. Sequences of circRNAs were retrieved from the RNA‐seq analysis and compared in circbase, circbank, and circAtlas.^28^, ^29^, ^30^ The detailed method was described in Additional file 1 and sequences of whole list of circRNAs were shown in Additional file 2.

### 2.12 RNA fluorescent in situ hybridisation

CY3‐labeled circARPC1B probes were synthesised by HaoKeBio (Hangzhou, China). The probe signal was detected using fluorescent in situ hybridisation (FISH) Kit (RiboBio, Guangzhou, China), and the nucleus was stained with DAPI. Images were observed using a fluorescence microscope (NIKON TE2000, Nikon Corporation, Minato, Tokyo, Japan). The sequences of the probes are shown in Table S2. The detailed method was shown in Additional file 1.

### 2.13 RNA pull‐down assay and mass spectrometry

The RNA pull‐down assay was conducted using the RNA pull‐down (RPD) kit (BersinBio, Guangzhou, China) following the protocols. LacZ probe (control probe) and circARPC1B probe were purchased from BersinBio. The obtained protein from the RPD experiment was then subjected to enzymolysis using trypsin (Promega, Madison, Wisconsin, USA). The enzymolysis samples were analysed using the Q‐Exactive HFX mass spectrometer (Thermo Fisher). The MS data were subsequently analysed using MASCOT (Matrix Scientific, SC, USA) to acquire qualitative identification information of target protein polypeptide molecules. Detailed method was shown in Additional file 1. The probes are shown in Table S2.

### 2.14 Silver staining

Silver staining was performed using a Fast Silver Stain Kit (Beyotime), as described in the protocol. Detailed method was shown in Additional file 1.

### 2.15 Co‐immunoprecipitation

Proteasome inhibitor MG132 (20 μ M, Selleck) was added to the cell cultures for 8 h, and then the cells were lysed. Co‐immunoprecipitation (Co‐ip) assay was conducted using the Pierce Classic Magnetic IP Kit (Thermo Fisher) following the manufacturer's guidelines, with antibodies (1:100 dilution) specific for FLAG (Abcam) and Vimentin (Cell Signaling Technology). The immunoprecipitated proteins were quantified using western blotting. Detailed method was shown in Additional file 1.

### 2.16 RNA immunoprecipitation

The RNA immunoprecipitation (RIP) assay was conducted using the RIP kit (BersinBio) following the manufacturer's guidelines. The antibodies used were IgG (Cell Signaling Technology, 7074), Vimentin (Cell Signaling Technology, 5741), AGO2 (Abcam, ab32381), and FLAG (Abcam, ab205606). The amount of circARPC1B was determined by qPCR. Detailed method was shown in Additional file 1.

### 2.17 Crosslinking‐immunoprecipitation

The crosslinking‐immunoprecipitation (CLIP) assay was conducted using the CLIP kit (ruqi.bio, Guangzhou, China) following the manufacturer's guidelines. The antibodies used were IgG (Cell Signaling Technology, 7074) and Vimentin (Cell Signaling Technology, 5741). The amount of circARPC1B was determined by qPCR. The detailed method was shown in Additional file 1.

### 2.18 Plasmids and small interfering RNA

The human linear circARPC1B sequence was synthesised and subcloned into pEX‐3‐circRNA (pGCMV/MCS/Neo, Gene Pharma, Shanghai, China). For the RIP assay, human VIM cDNA was synthesised and its truncations were sub‐cloned into the TK‐PCDH‐copGFP‐T2A‐FLAG‐Puro lentivirus overexpression vector (Tsingke, Beijing, China). Human lentivirus‐small hairpin RNA (sh)‐circARPC1B and lentivirus‐sh‐VIM were purchased from Tsingke and the backbone of shRNA is plko.1‐copGFP‐PURO. Lentivirus was ultracentrifuged, concentrated, validated, and added to the culture medium in the presence of 5μL/mL polybrene (gene pharma). After infection, cells were screened with puromycin (GIBCO, NY, USA). Small interfering RNAs (SiRNAs) were purchased from Tsingke. The detailed methods are shown in Additional file 1 and the sequences of all plasmids and siRNAs are shown in Table S2.

### 2.19 Filipin staining for cholesterol assay

TC in cartilage was detected using the Frozen Section Total Cholesterol Filipin Fluorescence Staining Kit (HPBIO‐JM4782, Hepengbio, China) following the manufacturer's instructions. The detailed method was shown in Additional file 1.

### 2.20 Histological analyses and immunohistochemistry

Cartilage samples were fixed in 4% PFA and decalcified for paraffin embedding. The sections were stained with Safranin‐O/Fast green (Solarbio) or Alcian blue, and the severity of OA was quantified by two independent blinded observers using the OARSI grade. The detailed method was shown in Additional file 1.

For immunohistochemistry (IHC), the sections were incubated with primary antibodies for 12 h at 4°C. The primary antibodies used were as follows: Aggrecan (1:400, Proteintech, 13880‐1‐AP); Vimentin (1:3000, Proteintech, 10366‐1‐AP). Then, the sections were incubated with secondary antibodies at RT for 1 h. All positively stained cells along the joint surface of each sample were counted in the tibial plateau region. Quantitative analysis was performed using Image‐Pro Plus software (MEDIA CYBERNETICS).

### 2.21 Micro‐CT analysis

The knee joints of mice were dissected and fixed with 4% PFA. The experimental parameters are: X‐ray energy of 50 kV and current of 200 μA. The aluminium filter has a size of 0.5 mm, a rotation step of 0.4° and an isometric resolution of 9 μm. 3D reconstructions of CT scans, including transverse, coronal and sagittal sections, were generated.

### 2.22 Molecular docking

The multimer model in Alphafold v2.3.2 was used to predict Vimentin and SYVN1 for X‐polymer structure prediction, all parameters used were default parameters, the database versions used were as follows: uniport, uniref90 for 2023‐03‐01, pdb_mmcif, pdb_seqres for 2023‐03 −03, and the rest of the database versions are the default versions.^31^ Use Pymol v2.5.0 to obtain a picture of the multimer obtained from the prediction. The predicted multimer structures were analysed using PRODIGY v2.0 to obtain the binding affinity and dissociation constants of the multimers formed between Vimentin and SYVN1.^32^, ^33^, ^34^ The predicted multimer structures were analysed using Protein Interactions Calculator to obtain the interactions formed between Vimentin and SYVN1.^35^

### 2.23 Statistical analysis

The data were evaluated using GraphPad Prism 9 or MedCalc V19.0.4. Data were presented as means ± SEM. Statistical comparisons between two groups using the D'Agostino and Pearson test, *F*‐test for homogeneity of variance, and *t*‐test. Multiple comparisons were conducted using the D'Agostino and Pearson test, *F*‐test, and one‐way analysis of variance (ANOVA) with the Brown–Forsythe test. Independent sample bivariate comparisons were conducted using the two‐way ANOVA with the Sidak test. Cholesterol levels in synovial fluid and serum were analysed using the Kolmogorov–Smirnov test and nonparametric test (Kruskal–Wallis test) with Dunn's multiple comparisons tests. Cholesterol clinical correlations were examined using Pearson correlation analysis. A receiver operating characteristic curve (ROC curve) was constructed with the prediction probability of OA as an alternative marker. The area under the ROC curve (95% confidence interval) was used as the accuracy index to evaluate the diagnostic efficacy of cholesterol. As shown in the figure below, it has statistical significance (*P < .05, **P < .01, ***P < .001, ****P < .0001).

## 3 RESULTS

### 3.1 Cholesterol in synovial fluid has shown potential as a diagnostic marker for osteoarthritis and osteoarthritis chondrocytes exhibit elevated cholesterol levels due to enhanced uptake

We collected cartilage samples and synovial fluid from OA patients who underwent total knee arthroplasty (*n* = 67) and patients with knee fractures but no history of OA (*n* = 7). These samples were divided into three stages (mild, middle, and severe) based on KL grades (Figure 1A). Among the three stages, there were no obvious differences in gender, height, weight, body mass index (BMI) and statin use history. However, age varied among the patients, which is expected since OA is an age‐related disease (Figure 1B). Next, we evaluated the TC levels in the patient's serum and synovial fluid. Interestingly, TC levels were remarkably higher in the serum and synovial fluid of middle and severe OA patients compared to individuals with mild disease. In addition, patients with severe OA had considerably higher synovial fluid TC levels compared to those with middle‐stage OA and no such difference was observed in serum TC levels (Figure 1C and S1A), indicating a possible relationship between synovial fluid TC levels and OA progression. Pearson correlation analysis showed a negative correlation between synovial fluid/serum TC levels and the minimal medial joint space width (mJSW), which is an important index for evaluating OA through joint space narrowing on X‐rays. Additionally, synovial fluid/serum TC levels are positively correlated with age, but not with BMI (Figures 1D and S1B). Given the strong association between cholesterol and OA, further diagnostic testing was necessary. To assess the diagnostic potential of cholesterol, we constructed the ROC curve. The results indicated that synovial fluid TC levels can effectively differentiate patients with OA from generally healthy individuals. Furthermore, it showed promise in distinguishing between terminal and early‐stage OA with good sensitivity and specificity. Nevertheless, although serum TC level can also differentiate patients with OA from generally healthy individuals, it is not effective in identifying terminal and early‐stage OA (Figures 1E and S1C). Intracellular cholesterol homeostasis is controlled by cholesterol synthesis, influx, efflux and metabolism.^36^ In our study, we analysed the mRNA expression of cholesterol metabolism‐related genes in OA chondrocytes and discovered that the expression of the cholesterol uptake‐related gene lectin‐type oxidised low‐density lipoprotein receptor 1 (LOX1) exhibited the most significant increase (Figure 1F). Additionally, through western blotting and immunofluorescence (IF) assays, we confirmed that the expression level of LOX1 protein in chondrocytes increased under the influence of inflammatory factors and oxidative stress (Figures 1G and S1D,E). Oxidative stress, like inflammatory factors, plays a critical role in the OA progression.^37^, ^38^ Finally, we demonstrated that the uptake of cholesterol by chondrocytes increases under the stimulation of inflammation and oxidative stress, as demonstrated using NBD‐cholesterol, a fluorescent cholesterol analogue. (Figure 1H). These findings indicate that synovial fluid TC levels could serve as a latent marker for diagnosing OA, as OA‐related catabolic signals stimulate LOX1‐mediated cholesterol uptake in chondrocytes.

**FIGURE 1:**
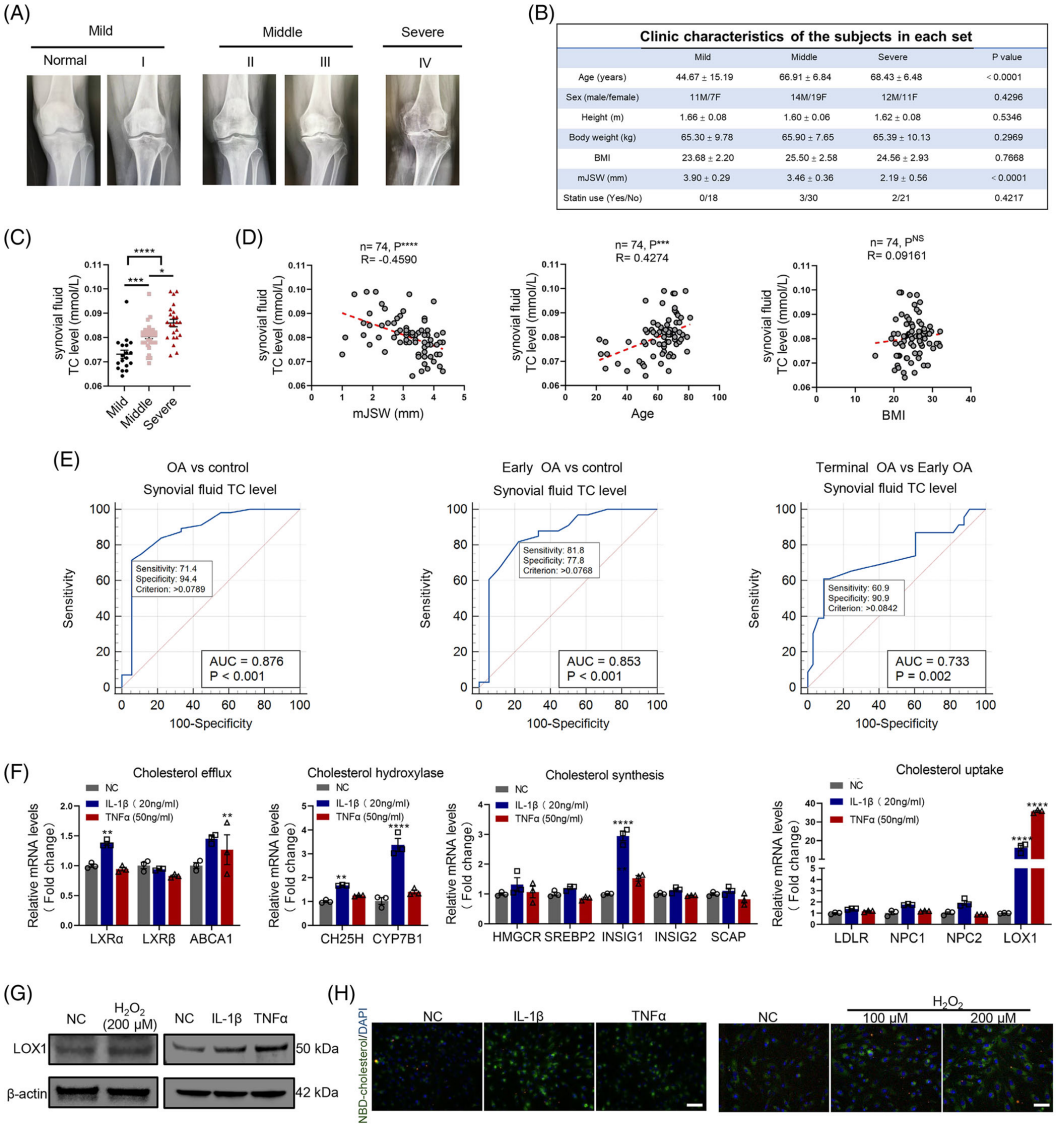
Cholesterol in synovial fluid is predictive for OA diagnosis and OA chondrocytes showed elevated cholesterol level through enhanced uptake. (A) Representative knee radiographs of patients in different OA stages. Patients were divided into five stages according to the tibiofemoral Kellgren–Lawrence (KL) score. Mild OA includes normal and stage I, and middle OA includes stages II and III with stage IV defined as severe OA; (B) clinical data of patients including age, sex, height, body weight, BMI, minimal medial joint space width (mJSW) and history of statin use. (C) The level of total cholesterol in synovial fluid of patients with mild, middle and severe OA. (D) Pearson correlation analysis between total cholesterol level in synovial fluid and mJSW of patients with OA, age and BMI. (E) Receiver operating characteristic (ROC) curve for total cholesterol in synovial fluid discriminating control and OA, control and early OA, early OA and terminal OA. Control, early OA, and terminal OA represent patients with mild OA, middle OA, and severe OA, respectively, according to the KL grades. AUC, area under the ROC curve. (F) mRNA levels of proteins involved in cholesterol efflux, hydroxylase, synthesis and uptake in C28/I2 cells treated with IL‐1β or TNFα for 48 h (*n* = 3). (G) LOX1 protein level in C28/I2 cells treated with hydrogen peroxide, IL‐1β or TNFα for 48 h (*n* = 3). (H) Representative images (*n* = 3) of NBD‐cholesterol uptake in C28/I2 cells with IL‐1β, TNFα or hydrogen peroxide for 48 h. Scale bar, 200 μM. The results were presented as mean ± SEM. *P<.05, **P<.01, ***P<.005 and ****P<.001 as compared with the control group.

### 3.2 High cholesterol suppresses chondrocytes viability and aggravates extracellular matrix degradation

Considering the increased TC levels observed in OA chondrocytes, which is primarily attributed to elevated cholesterol uptake, we conducted experiments to investigate the effects of high cholesterol on chondrocytes. The CCK8 assay was used to measure chondrocyte proliferation, and the results revealed a significant inhibition of proliferative activity in both C28/I2 cells and MCs when the cholesterol concentration exceeded 10 μg/mL (Figures 2A and S2B). Furthermore, we confirmed that the supplement of cholesterol to the culture medium indeed increased the TC level in chondrocytes (Figures 2B and S2C). High cholesterol levels had a suppressive effect on the expression of Aggrecan and COL2A1, crucial components of the ECM. Conversely, the expression of matrix catabolic enzymes MMPs and ADAMTS were predominantly increased at the mRNA level in C28/I2 cells and MCs (Figures 2C and S2D). These findings were consistent with the outcomes observed at the protein level (Figures 2D and S2A,E,F). Additionally, Alcian blue of C28/I2 cells and MCs indicated that high cholesterol caused dose‐dependent destruction of the chondrocyte ECM (Figures 2E and S2G). To further highlight the role of cholesterol in the OA development, we investigated the effect of an HCD compared to an RD on DMM‐induced OA in mice (Figure 2F). We measured the serum TC levels in the mice and observed an increase in serum TC levels in mice fed with HCD (Figure 2G). In addition, we also measured the cartilage TC and fluorescence intensity of Filipin staining at the tibial plateau in mice and found that HCD exhibited increased chondrocytes TC levels (Figure S2H,I). Intriguingly, we also found that the cholesterol content in the surface cartilage of the knee joint of mice on both RD and HCD significantly increased after DMM surgery, which may be related to the previous conclusion that OA promotes the cholesterol uptake of chondrocytes (Figures S2I and S1F–H). In both the DMM and Sham groups, mice fed HCD exhibited more cartilage degradation compared to those on the RD (Figure 2H–J). Furthermore, after DMM surgery, mice in the HCD group developed more osteophytes than mice in the RD group, providing evidence that HCD can induce articular degeneration and exacerbate the severity of post‐traumatic OA (Figure 2K,L). Overall, our findings suggest that elevated cholesterol accelerates chondrocyte deterioration, both in vitro and in vivo.

**FIGURE 2:**
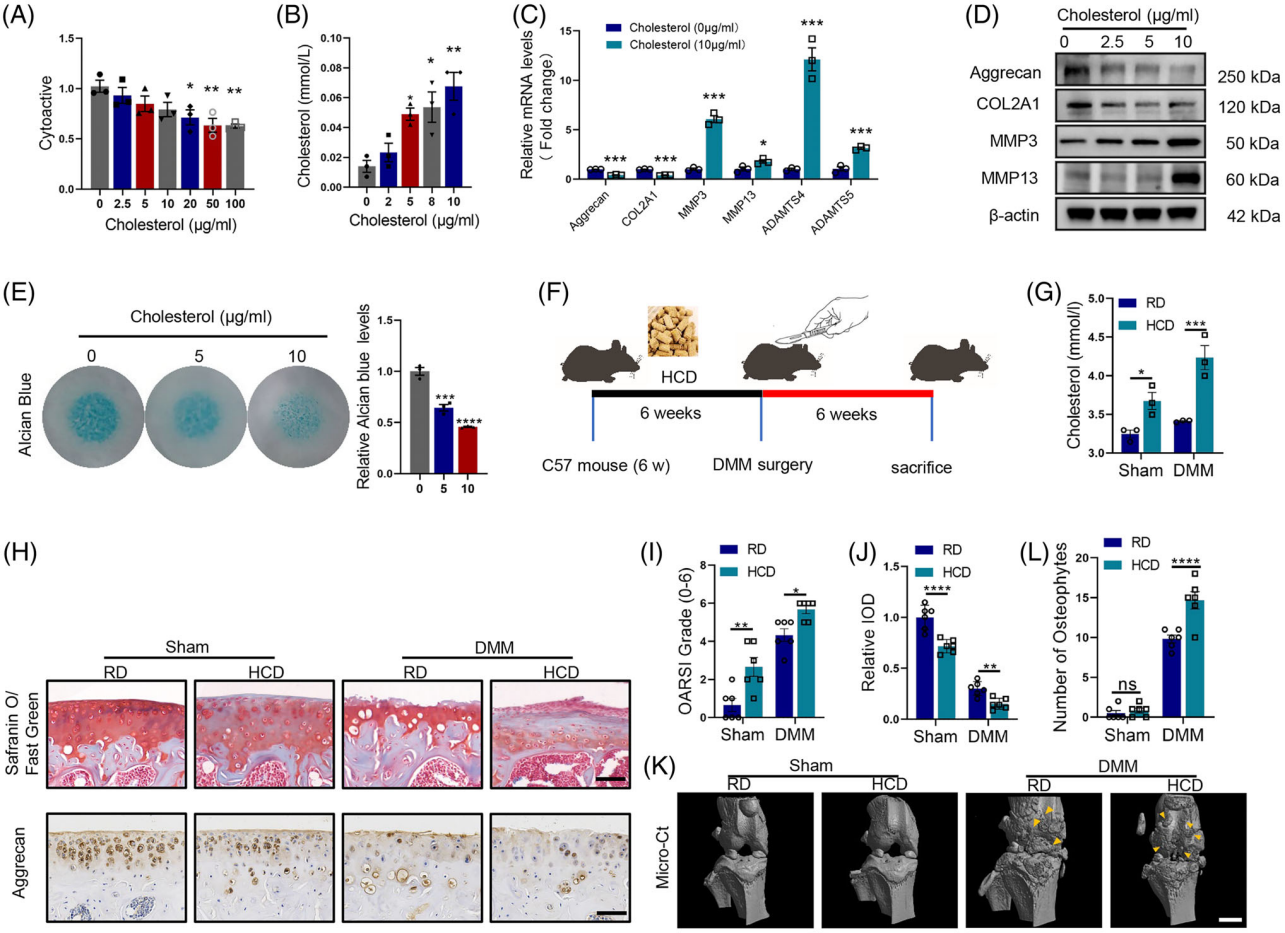
High cholesterol suppresses chondrocytes viability and aggravates ECM degradation. (A) Cholesterol impact on C28/I2 cells viability was detected by CCK‐8 assay at 48 h (*n* = 3). (B) Total cholesterol level in C28/I2 cells treated with 0, 2, 5, 8, 10 μg/mL cholesterol (*n* = 3). (C) The mRNA expression level of COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 in C28/I2 cells treated with cholesterol (*n* = 3). (D) COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 protein levels in C28/I2 cells treated with 0, 2.5, 5, 10 μg/mL cholesterol for 48 h (*n* = 3). (E) Micromass culture and quantification of C28/I2 cells treated with 0, 5, 10 μg/mL cholesterol for 7 days (*n* = 3). (F) Flowchart of the high cholesterol diet (HCD) feeding and DMM surgery in mice. (G) The serum TC of HCD mice compared with RD mice in Sham and DMM group (*n* = 6). (H) Representative images (*n* = 6) of safranin O/fast green and aggrecan labelled IHC staining of cartilage in four study group. Scale bar, 50 μm. (I) OARSI grade used for evaluation of the cartilage degradation in the four groups (*n* = 6). (J) Quantitative analysis of Aggrecan expression in the cartilage with IHC in the four group. (*n* = 6). (K) The representative micro‐computerised tomography images (*n* = 6) of knee joints and osteophytes (yellow arrow). Scale bars, 1 mm. (L) Quantification of osteophytes number in the four groups (*n* = 6). The results were presented as mean ± SEM. *P<.05, **P<.01, ***P<.005 and ****P<.001 as compared with the control group.

### 3.3 High cholesterol inhibits circARPC1B expression in chondrocytes

To investigate the dysregulated circRNAs in cholesterol‐treated chondrocytes, we performed RNA‐seq analyses on chondrocytes treated with or without cholesterol (*n* = 3, Figure 3A) and deposited the RNA‐seq raw data in GEO repository (GSE241126). 

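The libraries were made from C28/I2 cells, an immortalised line of human chondrocytes, cultured for 48 h with 10 μg/mL cholesterol or without it, with 3 libraries in each group. Ribosomal RNA was depleted and linear RNA was digested with RNase R, an exonuclease that spares closed circles, before strand-specific paired-end sequencing. The authors trimmed the reads with cutadapt, aligned them to the human genome (Ensembl GRCh38) with bwa and identified circRNAs with CIRI, which counts the reads that cross a back-splice junction, where the end of an exon is joined to the start of the same exon or of one upstream of it. The deposited table gives for every circRNA the number of these junction reads in each library, as whole numbers without normalization, beside values headed TPM. The latter are counts scaled to a fixed total of junction reads per library (CPM), with no term for length, and were used here only as a check of the counts. In 2 libraries, cholesterol replicate 3 and control replicate 3, they correspond to totals 8 and 7 reads above the sum of the counts. The junction reads amounted to 10944, 14322 and 9168 in cholesterol replicates 1 to 3, and to 11142, 11351 and 13581 in control replicates 1 to 3. The means were 11478 ± 2618 (SD, n = 3) with cholesterol and 12025 ± 1352 (SD, n = 3) without it (exact two-sided permutation test, p = 0.8, where 3 libraries against 3 cannot give a p under 0.1). The smallest count above 0 was 2 in every library, and no count of 1 was listed. A count of 0 was taken to allow up to 3 reads, equal to between 226 and 286 CPM after normalization, and this limit covers counting error only. The counts were scaled by the TMM method and tested over all listed circRNAs with the quasi-likelihood test of edgeR, without a filter on low counts. DESeq2, the tool the authors named, was run as an alternative. The choices that changed numbers included the tool, the filter on low counts, the prior count, a replicate block and leaving out single libraries.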

Significant differences between the two groups were determined using a ≥ log2‐fold change and *P*‐value<.05. A total of 3 089 circRNAs were detected from the sequencing data, and 36 circRNAs transcripts were differentially expressed (Figure 3B). 

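The deposited table listed 3089 circRNAs with at least 1 library above 0, of which 2286 carried an hsa_circ identifier and 803 an identifier beginning with novel_circ. Of the 3089, 1451 (47.0%) had reads in 1 library only, 331 (10.7%) had reads in all 6, and the median circRNA had 8 reads over the 6 libraries together. Each library contained reads of 918 to 1485 circRNAs, with 1167 ± 244 (SD, n = 3) detected per library with cholesterol and 1312 ± 156 (SD, n = 3) without it, a difference smaller than the spread between replicates (exact two-sided permutation test, p = 0.4). In the quasi-likelihood test of edgeR, 76 circRNAs had an unadjusted p-value under 0.05, 38 higher and 38 lower with cholesterol. This even split depended on single libraries, with 24 higher and 53 lower when cholesterol replicate 2 was left out and 26 higher and 50 lower when control replicate 1 was left out. After Benjamini-Hochberg adjustment over all 3089 circRNAs, 0 passed an adjusted p-value of 0.05, and the smallest adjusted p-value was 0.138 (edgeR). This smallest value belonged to hsa_circ_0005692, named after its values were seen, whose reads lay in 1 library alone, with 47 reads in cholesterol replicate 2 and 0 in the other 5. With DESeq2, 36 circRNAs had an unadjusted p-value under 0.05, 18 higher and 18 lower, 35 of them also among the 76 of edgeR, and 0 had an adjusted p-value under 0.05 (smallest 0.911, DESeq2). The count moved most when the test was limited to the 254 circRNAs kept by the filterByExpr function of edgeR, which left 18 with an unadjusted p-value under 0.05. When the 6 libraries were divided into 3 and 3 in each of the 10 possible ways, the other splits gave between 58 and 79 circRNAs with edgeR and between 19 and 40 with DESeq2, so that these 2 numbers lay within the range of the other splits. With filterByExpr, the 18 between cholesterol and control were more than the 6 to 17 of the other splits, which is 1 split of 10, the smallest share this design allows.

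**Figure D1:**
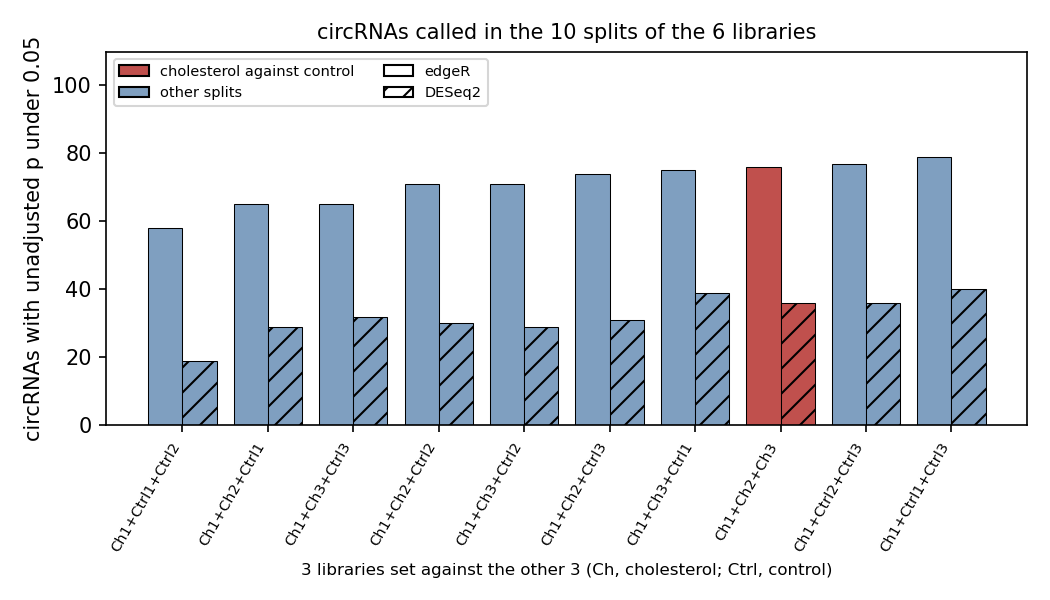
Number of circRNAs with an unadjusted p-value under 0.05 (vertical axis) in each of the 10 splits of the 6 libraries into 3 against 3 (horizontal axis, named by the 3 libraries on one side). Plain bars are edgeR and hatched bars DESeq2. The split of cholesterol against control (red) gave 76 and 36, and the other splits (blue) gave 58 to 79 and 19 to 40.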

The whole list of circRNAs and their expression data are shown in Additional file 5. Among these, we selected 15 circular RNAs with significant upregulation or downregulation trends for further research (Figure 3C) and Sanger sequencing data showing the backspliced junction site for all the tested circRNAs (Figure S3A‐O). 

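Each of the 15 circRNAs drawn in Fig. 3C had 0 reads in all 3 libraries of one group and at least 3 reads in each library of the other. The 5 that were higher with cholesterol (hsa_circ_0001333, hsa_circ_0004705, hsa_circ_0088030, hsa_circ_0008798 and hsa_circ_0052867) had 18 to 25 reads over the 3 cholesterol libraries together. The 10 that were lower (hsa_circ_0002826, hsa_circ_0024037, hsa_circ_0007004, hsa_circ_0007940, hsa_circ_0000228, hsa_circ_0001614, hsa_circ_0007648, hsa_circ_0008796, hsa_circ_0061261 and novel_circ_0000296) had 18 to 34 reads over the 3 control libraries. A fold change against a group at 0 can only be bounded, and set against the limit of 3 reads the former were at least 2.02-fold to 2.89-fold higher and the latter at least 1.95-fold to 3.71-fold lower. These bounds cover counting error in the zeros only and take the mean of the other group as exact. The fitted log2 fold changes of edgeR, between 5.62 and 6.09 upwards and between -5.61 and -6.52 downwards, depend on the prior count. All 15 passed an unadjusted p-value of 0.05 in edgeR, from 8.25e-04 for hsa_circ_0007940 to 0.0348 for hsa_circ_0007648, and all had an adjusted p-value of 0.772 over the 3089 circRNAs (edgeR with Benjamini-Hochberg adjustment). Adjusted over the list alone, 15 of the 15 were under 0.05, but the list was chosen by the study on these libraries, so that this is not independent evidence. In the listed counts the 2 groups did not overlap for any of the 15 (exact two-sided permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). This takes each 0 as exact. With a 0 taken to allow up to 3 reads, the groups are not separated for hsa_circ_0007940, hsa_circ_0007004, hsa_circ_0008796 and hsa_circ_0007648. Each of these had a control library at 3 reads. In the whole table, 38 circRNAs combined an unadjusted p-value under 0.05 with an absolute log2 fold change over 5 in edgeR, 16 higher and 22 lower, among them all 15. With DESeq2, 15 met both criteria, 5 higher and 10 lower, and these were the 15 circRNAs of Fig. 3C. With a prior count of 2 in place of the smaller default of edgeR, 0 of the edgeR fold changes exceeded 5. None of the 15 was among the circRNAs kept by filterByExpr, and with each library left out in turn between 9 and 13 of the 15 had an unadjusted p-value under 0.05. Over the 10 splits of the 6 libraries into 3 and 3, circRNAs with reads in all of 3 libraries and 0 in the other 3 numbered 38 for cholesterol against control and 23 to 43 for the other splits. By the primers in Table S2, both of which matched transcripts of 1 gene in GENCODE, hsa_circ_0001333 belongs to ZNF148 on chromosome 3, hsa_circ_0052867 to PUM2 on chromosome 2, hsa_circ_0002826 to FBRSL1 on chromosome 12, hsa_circ_0024037 to MRE11 on chromosome 11, hsa_circ_0000228 to ZEB1 on chromosome 10 and novel_circ_0000296 to TEAD1 on chromosome 11.

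**Figure D2:**
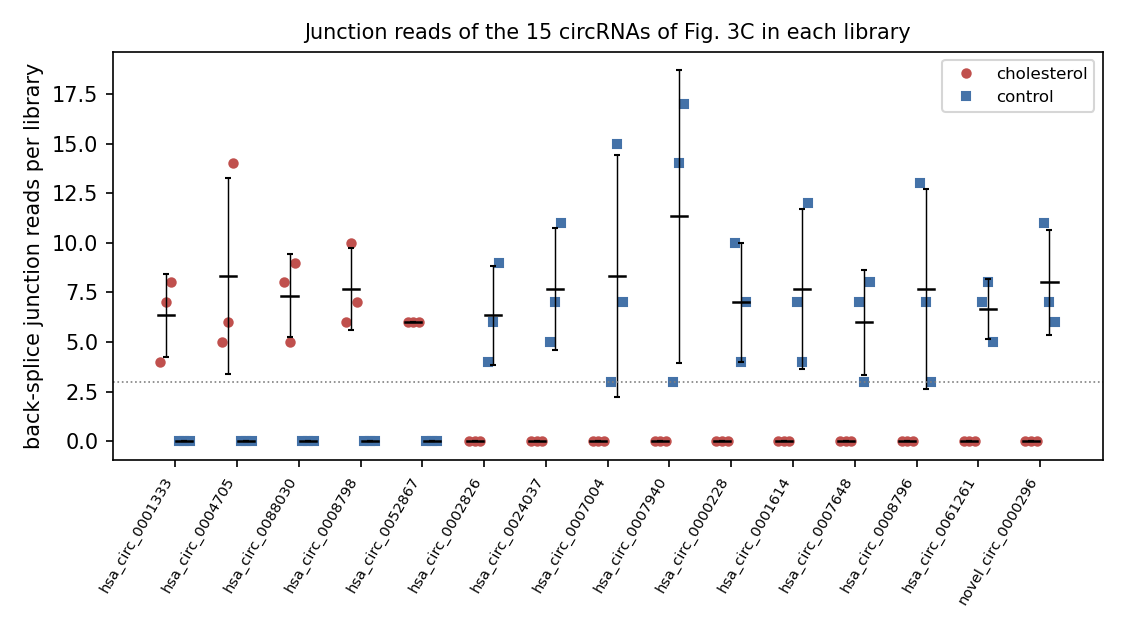
Back-splice junction reads (vertical axis, reads per library) of the 15 circRNAs of Fig. 3C (horizontal axis) in the 3 cholesterol libraries (circles) and the 3 control libraries (squares). Black lines are the group means with SD, and the dotted line marks 3 reads. Each circRNA is at 0 in all libraries of one group, and hsa_circ_0007940 ranges from 3 to 17 reads in the control libraries.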

Next, we selected three circRNAs with the highest baseline expression values in chondrocytes (Figure 3D), and their expression was further validated using qRT‐PCR. qRT‐PCR confirmed that the three circRNAs expression decreased under the stimulation of high cholesterol and inflammatory factors, which was consistent with the sequencing data (Figure 3E,F). 

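In the sequencing libraries, circARPC1B (hsa_circ_0007940) had 3, 14 and 17 junction reads in control replicates 1 to 3 and 0 in each cholesterol library. This corresponded to 963 ± 609 CPM (SD, n = 3) without cholesterol, and to a level at least 3.71-fold lower with it. Like the bounds below, this one covers counting error in the zeros only and takes the control mean as exact. Zeros beside at least 5 reads in both other replicates were more frequent in these libraries (377 of 2558) than simulated counting error gave (50.2 on average). The fold change is therefore not a guaranteed minimum. The edgeR log2 fold change, which depends on the prior count, was -6.52, with an unadjusted p-value of 8.25e-04, the third lowest of the table. The adjusted p-value was 0.772 from the quasi-likelihood test with Benjamini-Hochberg adjustment. The fit pooled the spread over all circRNAs, so that its p-values do not measure agreement between replicates. For example, hsa_circ_0001839, named after its values were seen, had 30 reads in cholesterol replicate 3 and 0 in all other libraries. Its unadjusted p was 0.00161 in edgeR and 0.124 with DESeq2. For circARPC1B, leaving out control replicate 1, which had 3 reads, raised the bound to 5.20-fold, whereas it fell to 3.17-fold without control replicate 2 and to 3.01-fold without control replicate 3. Across the 6 fits that each left out one library the unadjusted edgeR p-value lay between 1.56e-04 and 0.0153. The circRNA hsa_circ_0007004, whose primers match PRKRIP1 on chromosome 7 (102363872 to 102426676, GRCh38), had 3, 15 and 7 reads in the control replicates and 0 with cholesterol. Its 729 ± 575 CPM (SD, n = 3) in the control group gave a level at least 2.81-fold lower with cholesterol (unadjusted p = 0.00701, adjusted p = 0.772, edgeR). Without control replicate 2 the bound fell to 1.60-fold and the unadjusted p-value of edgeR rose to 0.116. The third, hsa_circ_0008796, whose primers match the long noncoding RNA gene CDKN2B-AS1 on chromosome 9 (21994139 to 22128103), had 13, 7 and 3 reads in the control replicates and 0 with cholesterol. From 671 ± 449 CPM (SD, n = 3) without cholesterol it was at least 2.58-fold lower (unadjusted p = 0.0111, adjusted p = 0.772, edgeR). Without control replicate 1 this bound fell to 1.72-fold and the edgeR p-value rose to 0.104. The spread between control replicates was larger than the differences between the control means of these 3 circRNAs. None of the 3 was abundant enough to pass filterByExpr. The paper states that the 3 circRNAs moved the same way in qRT-PCR as in the sequencing data, and next suppressed each of them in chondrocytes.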

To verify the association between these three circRNAs and OA, we suppressed their expression in chondrocytes and found that only the inhibition of circARPC1B (hsa_circ_0007940) reduced COL2A1 and Aggrecan protein expression (Figure 3G). Furthermore, negative correlation between circARPC1B expression in human knee joints and the severity of OA was founded (Figure 3H–J). 

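On GRCh38, the circARPC1B sequence given in Table S2 matches chromosome 7 from 99390893 to 99391253 on the plus strand, inside ARPC1B (99374249 to 99394816, ENSG00000130429). The 283 nt of the circle are exons 6 and 7 of the transcript ENST00000646101, which has 10 exons. Exon 6 (99390893 to 99391099) contributes 207 nt and exon 7 (99391178 to 99391253) contributes 76 nt, both coding throughout. The intron of 78 nt between them (99391100 to 99391177) is absent from the circle. The genome has AG directly upstream of exon 6 and GT directly downstream of exon 7, the usual bases at the acceptor and donor sides of a splice. In the context ACTTTACCTCTACTTTGCCTATCCCGGTAG upstream and GTGAGGAATAGGGAGGGGAGGGAGGGTGTG downstream, the circle joins the end of exon 7, ACAACAGCCTGGTGGCAGCG, to the start of exon 6, GATCTTTTCAGCCTACATCA. The 20 bases centred on this junction were found in the annotated transcripts of 0 genes, so that a read across it separates the circle from linear ARPC1B, and the circle has a GC content of 61.1%. Junction reads of circARPC1B were listed in all 3 control libraries of C28/I2 cells.

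**Figure D3:**
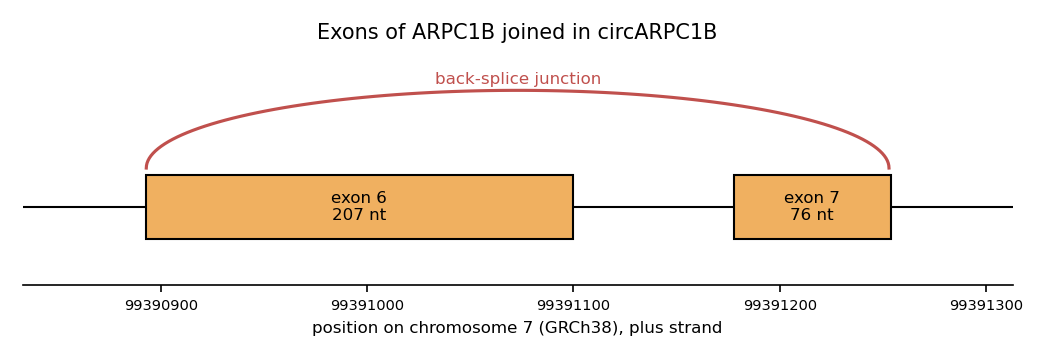
Map of exons 6 and 7 of ARPC1B on chromosome 7 of GRCh38 (horizontal axis, position in bases, plus strand), drawn to scale. The boxes are the exons of 207 nt and 76 nt, the line is the genome, and the red arc joins the end of exon 7 to the start of exon 6, the back-splice junction.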

By comparing the circARPC1B sequence with the ARPC1B mRNA sequence, we confirmed that circARPC1B was a looped structure consisting of exons 6 and 7 from its parental gene. This head‐to‐tail splicing was determined by Sanger sequencing of the PCR product (Figure 3K). The expression of mARPC1B did not change in chondrocytes treated with cholesterol (Figure S3P). Furthermore, we isolated circARPC1B cDNA and gDNA from C28/I2 cells for nucleic acid electrophoresis detection. Convergent and specific divergent primers were synthesised to amplify ARPC1B. Notably, only the divergent primers for circARPC1B, but not actin, generated a PCR product, confirming the circular nature of circARPC1B (Figure 3L). Compared to linear RNA species, circARPC1B was found to be more resistant to degradation by RNase R and actinomycin D (20 μg/mL) treatment, indicating its increased stability (Figure 3M,N). The function of circRNAs is closely related to their cellular localisation. Fish and qRT‐PCR assays indicated that circARPC1B was predominantly localised in the cytoplasm (Figure 3O,P). In conclusion, our findings suggest that cholesterol‐induced cartilage degradation is associated with circARPC1B, but not linear ARPC1B transcripts.

**FIGURE 3:**
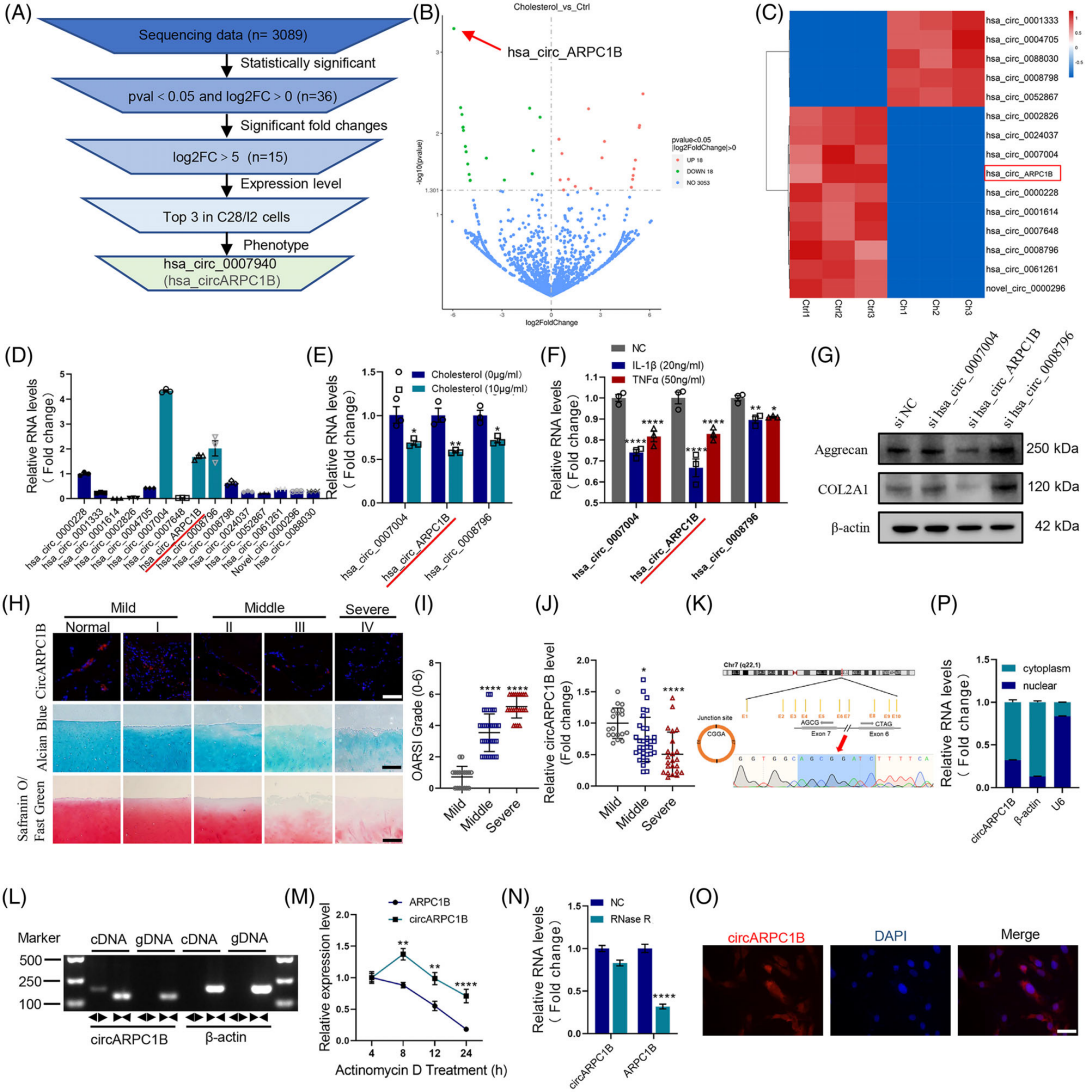
High cholesterol inhibits the circARPC1B expression in chondrocytes. (A) The flowchart illustrating the selecting processes of circARPC1B based on the sequencing data. (B) Volcano plot of 3089 circRNA were identified from sequencing data. (C) Heatmap of 15 circRNA (pval<0.05 and log2FC>5). (D) 15 circRNA expression levels in C28/I2 cells (*n* = 3). (E) hsa_circ_0007004, hsa_circ_ARPC1B and hsa_circ_0008796 expression levels in C28/I2 cells treated with 10 μg/mL cholesterol (*n* = 3). (F) hsa_circ_0007004, hsa_circ_ARPC1B and hsa_circ_0008796 expression levels in C28/I2 cells treated with IL‐1β or TNFα (*n* = 3). (G) Aggrecan and COL2A1 protein level in C28/I2 cells infected with hsa_circ_0007004, hsa_circ_ARPC1B or hsa_circ_0008796 siRNA (*n* = 3). (H) Representative images of RNA fluorescence in situ hybridisation (FISH), Safranin‐O/Fast green staining and Alcian blue staining in human cartilage tissues from stage 0 (S0) to stage 4 (S4). Scale bar, 100 mm. (I) OARSI grade used for evaluation of the cartilage degradation of patients with mild, middle, and severe OA (*n* = 74). (J) The expression of circARPC1B in human cartilage specimens of patients with mild, middle, and severe OA (*n* = 74). (K) Schematic illustration demonstrating the circularisation of ARPC1B exon 6−7 to form circARPC1B. The presence of circARPC1B was validated by RT‐PCR followed by Sanger sequencing. The red arrow represents “head‐to‐tail” circARPC1B splicing sites. (L) The presence of circARPC1B in C28/I2 cells was validated by RT‐qPCR. Divergent primers amplified circARPC1B from cDNA but not from genomic DNA; β‐actin served as the negative control. (M) The levels of circARPC1B and ARPC1B in C28/I2 cells treated with actinomycin D at the indicated time points were detected by RT‐qPCR (*n* = 3). (N) The expression of circARPC1B and linear ARPC1B mRNA in C28/I2 cells treated with or without RNase R was detected by qRT‐PCR (*n* = 3). (O) Representative images of FISH staining for circARPC1B localisation in C28/I2 cells. Scale bars, 50 μm. (P) Expression of circARPC1B assessed by RT‐qPCR in the nuclear and cytoplasmic fractions (*n* = 3). The results were presented as mean ± SEM. *P<.05, **P<.01, ***P<.005 and ****P<.001 as compared with the control group.

### 3.4 circARPC1B regulates extracellular matrix metabolism in chondrocytes

To explore the role of circARPC1B in ECM metabolism, we transfected C28/I2 cells with two circARPC1B shRNAs and a circARPC1B overexpression plasmid and circARPC1B expression regulation did not affect ARPC1B and β‐actin expression levels (Figures 4A and S4A). The results of Alcian blue staining in C28/I2 cells revealed that circARPC1B inhibition significantly reduced Alcian blue‐stained GAG. Conversely, circARPC1B overexpression rescued GAG loss caused by IL‐1β (Figure 4D). Moreover, MMP3, MMP13, ADAMTS4 and ADAMTS5 showed significant up‐ or down‐regulation in response to circARPC1B levels deficiency or upregulation and Aggrecan and COL2A1 exhibited primarily down‐ or up‐regulation, as confirmed by RT‐qPCR and western blot assays (Figure 4B,C). IF assays further confirmed these findings by demonstrating that changes in circARPC1B expression affected the levels of Aggrecan and COL2A1 in C28/I2 cells (Figure S4B). To investigate the functions of circARPC1B in vivo, we injected adeno‐associated virus (AAV) carrying circARPC1B into the knee joint cavity of DMM‐induced OA mice for 7 weeks (Figure 4E) and the previous literature has shown that the duration of gene expression transduction after AAV injection is at least 3 months.^39^, ^40^ This intervention significantly increased circARPC1B expression in the cartilage tissue treated with AAV‐circARPC1B (Figure 4F,G). Subsequently, we observed that the overexpression of circARPC1B partially reversed OA progression and the biochemical changes in Aggrecan induced by DMM surgery (Figure 4H–L). In conclusion, these results demonstrated that circARPC1B plays a critical role in alleviating inflammatory reactions and maintaining ECM metabolism during OA progression.

**FIGURE 4:**
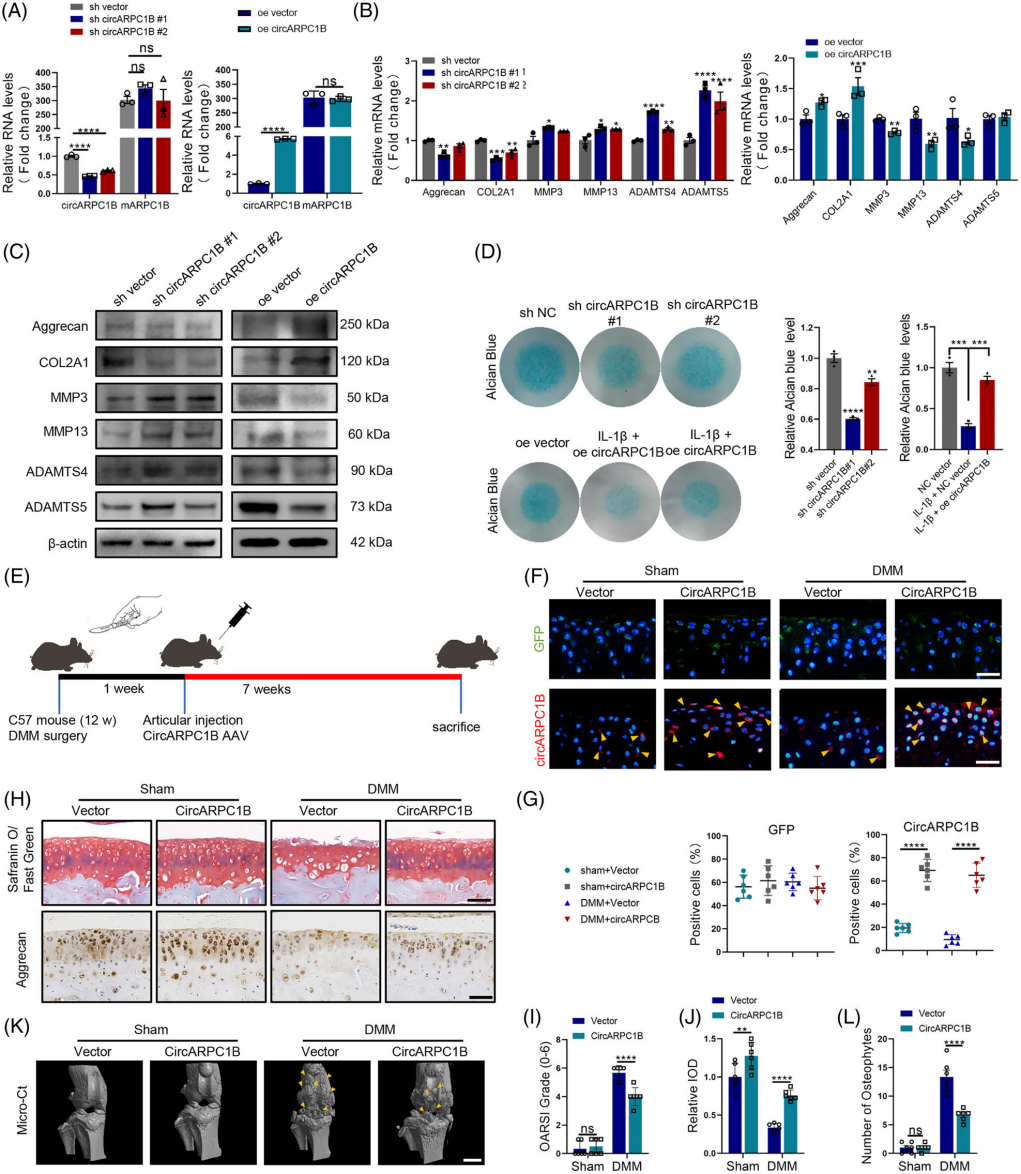
circARPC1B regulates ECM metabolism in chondrocytes. (A) circARPC1B and mARPC1B expressions in C28/I2 cells transfected with circARPC1B shRNAs or circARPC1B overexpression plasmid (*n* = 3). (B) The mRNA expression level of COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 in C28/I2 cells after circARPC1B knockdown and overexpression (*n* = 3). (C) COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 protein levels in C28/I2 cells after circARPC1B knockdown and overexpression (*n* = 3). (D) Micromass culture and quantification of C28/I2 cells after circARPC1B knockdown and overexpression for 7 days (*n* = 3). (E) Flowchart of the DMM surgery and circARPC1B AAV articular injection in mice. (F,G) Representative images (*n* = 6) and statistical diagrams of circARPC1B and GFP expression, Scale bar, 50 μm. (H) Representative images (*n* = 6) of safranin O/fast green and aggrecan labelled IHC staining of cartilage in four study group. Scale bar, 50 μm. (I) OARSI grade used for evaluation of the cartilage degradation in the four groups (*n* = 6). (J) Quantitative analysis of Aggrecan expression in the cartilage with IHC in the four groups (*n* = 6). (K) The representative micro–computerised tomography images (*n* = 6) of knee joints and osteophytes (yellow arrow). Scale bars, 1 mm. (L). quantification of osteophytes number in the four groups (*n* = 6). The results were presented as mean ± SEM. *P<.05, **P<.01, ***P<.005 and ****P<.001 as compared with the control group.

### 3.5 Vimentin interacts with circARPC1B and participates in osteoarthritis

Cytoplasm‐localised circRNAs have been implicated in translational regulation through their roles as ceRNAs, coding RNAs or protein decoys.^41^ AGO2 RIP assay revealed that circARPC1B does not bind to AGO2 (Figure S5A). Additionally, bioinformatics analysis using circRNADb software indicated that circARPC1B contains an open reading frame (ORF) fragment, but the likelihood of encoding a protein is relatively low (Figure S5B).^42^ To further validate this, we constructed a circARPC1B overexpressing vector with a FLAG tag and transfected it into C28/I2 cells. Western blot analysis using the FLAG antibody did not observe any specific bands and there were no bands observed near 10 Kda, indicating that circARPC1B cannot encode a protein (Figure S5C). To gain further insights into the regulatory mode of circARPC1B in C28/I2 cells, we employed RPD‐MS and identified a total of 308 proteins that interact with circARPC1B (Figure 5A). The top 20 CircARPC1B‐binding proteins identified by MS (ranked by prot_score) are listed in Table S3. Among these proteins, Vimentin had the highest prot_score protein score (Figure 5A,B). Vimentin has been previously associated with OA, although the exact relationship remains unclear.^18^, ^22^, ^43^, ^44^, ^45^ To further explore the role of Vimentin in chondrocytes, we constructed two VIM shRNA to stably decrease Vimentin mRNA and protein levels in C28/I2 cells and MCs (Figure S5D,E). Subsequently, we performed qRT‐PCR, western blotting, and IF, which demonstrated that VIM knockdown reduced the expression of anabolic biomarkers (Aggrecan and COL2A1), while increasing the expression of catabolic biomarkers (MMPS and ADAMTS) in C28/I2 cells and MCs (Figure S5F–H). Interestingly, Alcian blue staining of C28/I2 cells and MCs revealed that VIM inhibition significantly impaired the GAG content in chondrocytes (Figure S5I). Next, we confirmed the binding of Vimentin and circARPC1B through RIP assay in C28/I2 cells (Figure 5C). In addition, we further demonstrated an interaction between Vimentin and circARPC1B using CLIP assay (Figure S5J). Furthermore, RNA‐protein colocalisation analysis in C28/I2 cells verified the interaction between Vimentin and circARPC1B (Figure 5D). Additional experiments revealed that circARPC1B controls the protein level of Vimentin without affecting mRNA stability or levels (Figure 5E–G). We inhibited the production of Vimentin protein using cycloheximide (CHX) treatment and found that circARPC1B increased its stability, as evidenced by a significant difference in the half‐life of Vimentin protein between oe vector and oe circARPC1B C28/I2 cells (Figure 5H). Further evidence of circARPC1B regulation of Vimentin through proteasomal activity comes from the fact that the MG132 therapy corrected the decline in Vimentin protein caused by circARPC1B knockdown (Figure 5I). We predicted the possible binding regions of Vimentin and circARPC1B using the online network tool cat RAPID^46^ (Figure 5J). Moreover, to determine the specific domain of Vimentin that interacts with circARPC1B, we constructed three Vimentin deletion mutants with Flag tags (D1: 1−411, D2: 103−466, and D3: 103−411), following the methods described in a previous study^47^ (Figure 5K). The RIP assays revealed that both full‐length Vimentin and the three deletion mutants interacted with circARPC1B (Figure 5L), indicating that circARPC1B specifically binds to the Rod domain of Vimentin and not to the head and tail domains. Similarly, circARPC1B led to an increase in the polyubiquitination of Vimentin, whereas the knockdown of circARPC1B resulted in a decrease (Figure 5M). To confirm the association between circARPC1B and Vimentin in chondrocytes, we conducted a rescue experiment by co‐transfecting sh circARCPC1B and oe VIM (Figure S5K,L). Our findings demonstrated that Vimentin overexpression prevented chondrocyte degeneration caused by circARPC1B downregulation (Figure 5N–P). In conclusion, circARPC1B suppresses the ubiquitin‐proteasome pathway in OA, thereby post‐transcriptionally increasing the level of Vimentin protein.

**FIGURE 5:**
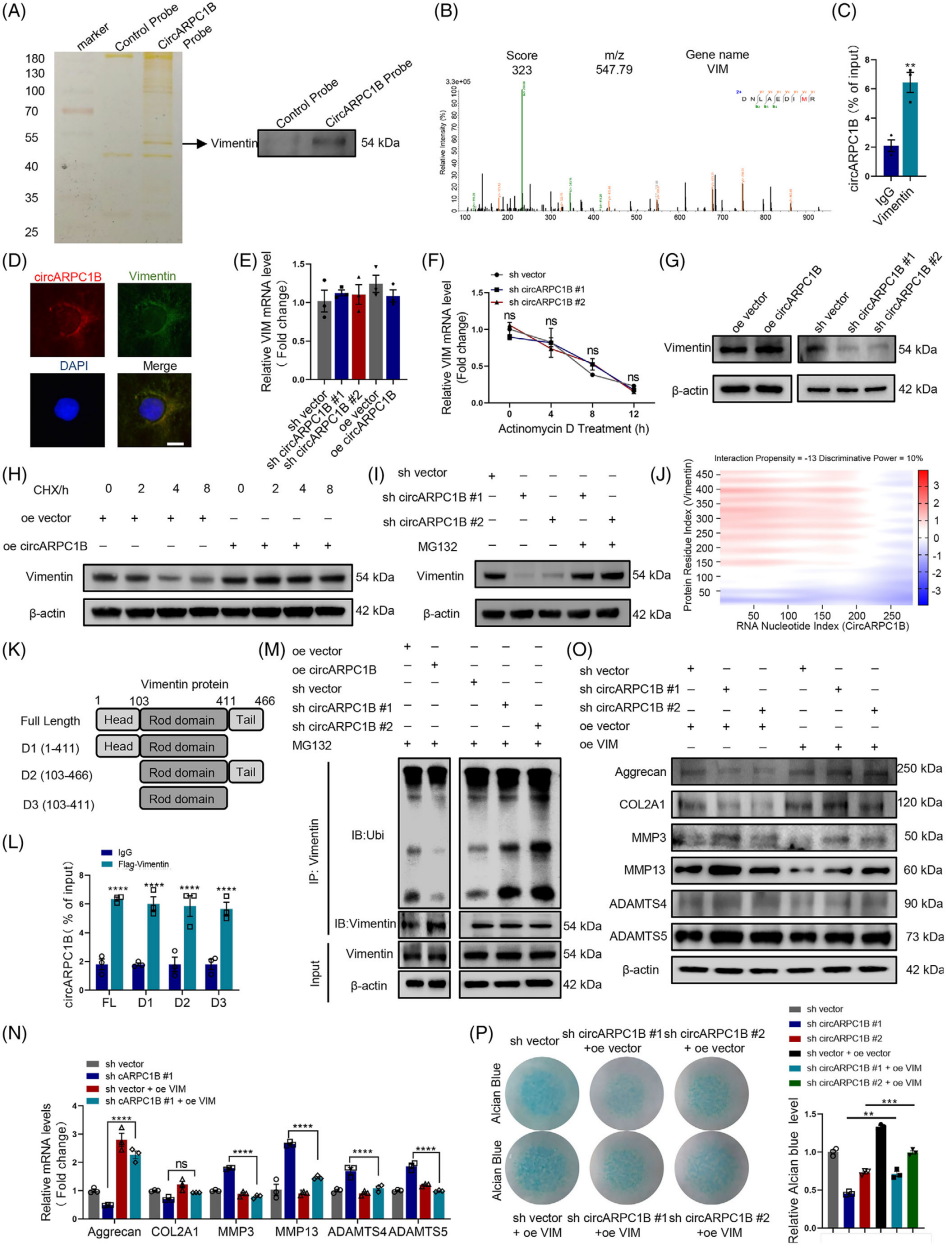
Vimentin interacts with circARPC1B and participates in OA. (A) Silver staining of proteins interacting with biotin‐circARPC1B and vimentin protein level in control and circARPC1B groups. (B) The peak map of vimentin acquired from the RNA pulldown mass spectrometry assay. (C) Vimentin‐circARPC1B interaction detected by RIP assay (*n* = 3). (D) circARPC1B and vimentin interaction in C28/I2 cells confirmed via an RNA‐protein colocalisation. Scale bar, 20 μm. mRNA levels (E), mRNA stability (F) and protein levels (G) of RIC8A after circARPC1B knockdown and overexpression (*n* = 3). (H) Vimentin protein level in C28/I2 cells treated with the transcription inhibitor CHX (200 μg/mL, *n* = 3). (I) Effect of MG132 treatment on vimentin protein level alteration mediated by circARPC1B knockdown (*n* = 3). (J) Predicted binding sites of circARPC1B and Vimentin (catRAPID graph). (K) Illustration of Vimentin and Vimentin deletion mutations. (L) Binding sequence of circARPC1B for Vimentin via RIP assay (*n* = 3). (M) IP analysis of ubiquitinated vimentin in C28/I2 cells treated with MG132. The lysates of circARPC1B overexpression or knockdown cells were treated with an anti‐vimentin antibody. (N) The effect of vimentin overexpression on COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 mRNA levels in C28/I2 cells after circARPC1B knock‐down (*n* = 3). (O) The effect of vimentin overexpression on COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 protein levels in C28/I2 cells after circARPC1B knock‐down (*n* = 3). (P) The effect of vimentin expression on micromass culture and quantification of C28/I2 cells after circARPC1B knockdown for 7 days (*n* = 3). The results were represented as mean ± SEM. *P < .05, **P<.01, ***P<.005 and ****P<.001 as compared with the control group.

### 3.6 CircARPC1B interacts with Vimentin to prevent its degradation by E3 ligase synovial enzyme 1 (SYVN1)

The E3 ubiquitin has been reported to promote Vimentin ubiquitination and degradation in breast cancer cells.^24^ Therefore, we used the ubibrowser1.0 to predict VIM E3 ligases (Figure 6A) and top 30 E3 ligases are presented in Table S4.^48^ In this study, we chose two E3 ligases with prediction scores greater than 0.7. Surprisingly, upon the knockdown of TRIM2, Vimentin ubiquitination displayed an unexpected increase to a certain extent, instead of the anticipated decrease (Figure S6A,B). However, our results showed that SYVN1 knockout suppressed Vimentin ubiquitination degradation and IF staining of Vimentin and SYVN1 also confirmed that they colocalised with each other in C28/I2 cells (Figure 6B–E). Co‐ip assay also revealed that the binding of Vimentin and SYVN1 decreased in cells overexpressing circARPC1B compared with control cells, whereas circARPC1B knockdown induced the opposite effect (Figure 6F). The interaction model between SYVN1 and Vimentin was predicted using molecular docking. Interestingly, the prediction results revealed that SYVN1 exclusively binds to the rod domain of Vimentin, aligning with the binding region of circARPC1B to Vimentin (Figure 6G). K390 in Vimentin has the shortest hydrogen bond with 515D in SYVN1. In addition, K390 in Vimentin was highly conserved among different species, suggesting it plays an important role in Vimentin (Figure 6H). Notably, changing K390 lysine to arginine‐reduced Vimentin ubiquitination (Figure 6I,J). In conclusion, our findings suggest that circARPC1B acts as a competitive inhibitor, effectively occupying the binding sites of Vimentin that are typically targeted by SYVN1. This prevents the proteasomal degradation of Vimentin in chondrocytes, highlighting the regulatory role of circARPC1B in maintaining Vimentin stability.

**FIGURE 6:**
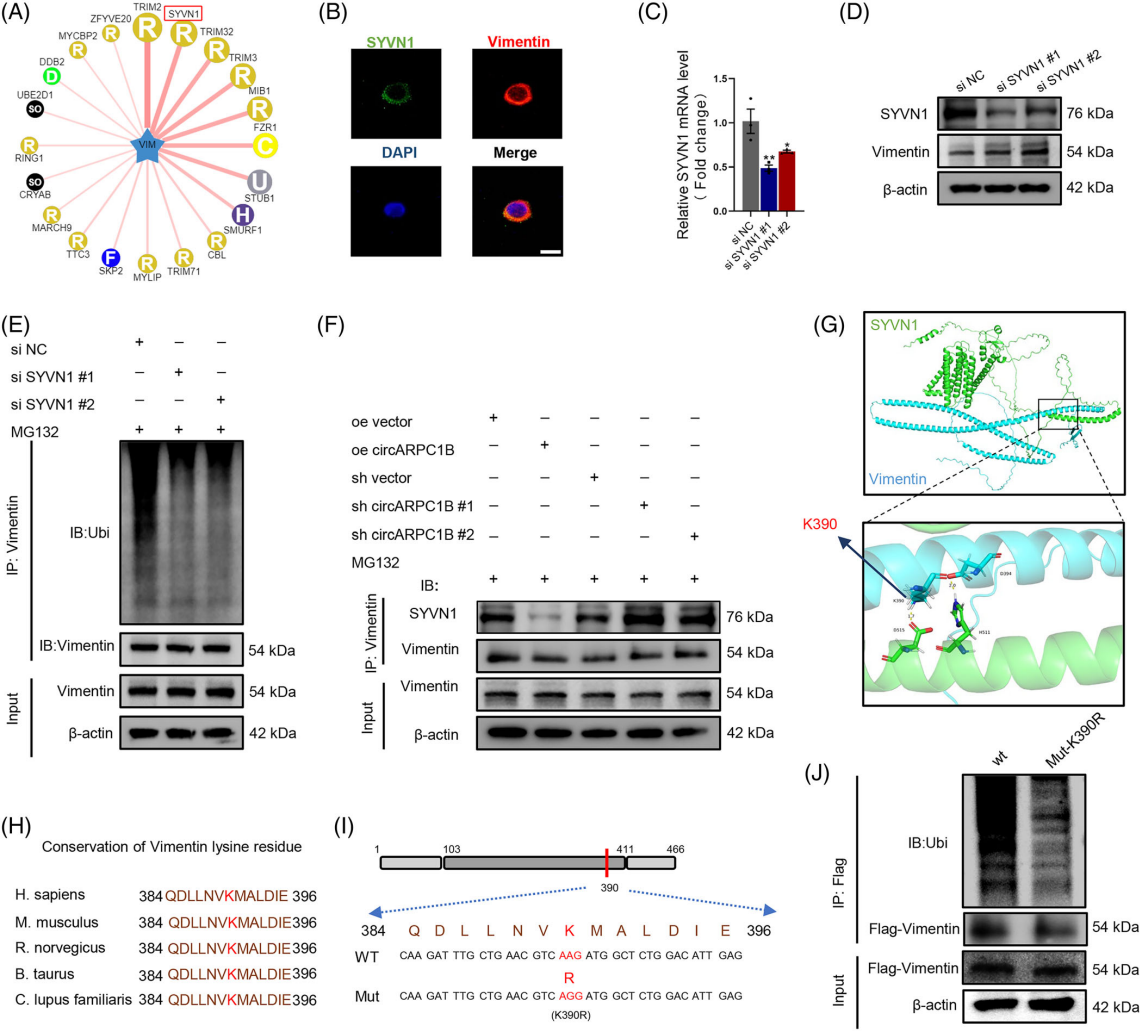
CircARPC1B interacts with vimentin to prevent its degradation by E3 ligase synovial enzyme 1 (SYVN1). (A) Prediction of potential E3 ligase of Vimentin. (B) Colocalisation in C28/I2 cells labelled with anti‐vimentin and anti‐SYVN1 by immunofluorescence, scale bar, 20 μm. (C) SYVN1 mRNA expression in C28/I2 cells transfected with SYVN1 siRNA (*n* = 3). (D) SYVN1 and vimentin protein expression in C28/I2 cells transfected with SYVN1 siRNA (*n* = 3). (E) Effect of SYVN1 knockdown on vimentin ubiquitylation (*n* = 3). (F) Effect of circARPC1B overexpression or knockdown on the interaction between vimentin and SYVN1 (*n* = 3). (G) Molecular docking predicting the interaction between SYVN1 and Vimentin. (H) Conservation of Vimentin K390 in different species. (I) K390 is located in Rod domain of Vimentin, which was mutated to arginine through “A” replaced by “G.” (J) K390R Vimentin ubiquitylation in C28/I2 cells (*n* = 3). The results were represented as mean ± SEM. *P < .05, **P<.01, ***P<.005 and ****P<.001 as compared with the control group.

### 3.7 CircARPC1B overexpression reverses high cholesterol‐induced osteoarthritis

Given the inhibitory effect of high cholesterol on circARPC1B expression in chondrocytes, our aim is to investigate whether the detrimental impact of high cholesterol on the ECM of chondrocytes is mediated through the modulation of circARPC1B. Intriguingly, high cholesterol suppressed the expression level of Vimentin protein but not its RNA level in C28/I2 and MCs (Figures 7A,B and S6C,D), which is consistent with the effect of circARPC1B on Vimentin. Moreover, circARPC1B overexpression partially reversed the cholesterol‐related OA phenotype in C28/I2 cells as demonstrated by the remarkably increased Aggrecan and COL2A1 expression and decreased MMPs and ADAMTS expression, as determined by the qPCR, western blotting and IF analyses (Figures 7C,D and S6E). Moreover, circARPC1B overexpression rescued the degradation of GAGs induced by elevated cholesterol (Figure 7E). To further elucidate the link between cholesterol and circARPC1B in OA, we conducted DMM surgery on mice that were subjected to an HCD. Additionally, 1 week following the DMM surgery, we performed intraarticular injection of AAV circARPC1B. This experimental approach aimed to provide additional insights into the relationship between cholesterol and circARPC1B in the context of OA (Figure 7F). CircARPC1B can shield chondrocytes against excessive cholesterol damage in vivo, as revealed by the OARSI scoring method, the quantity of osteophytes and the IHC assay (Figure 7G–K). Together, these findings demonstrated that circARPC1B and high cholesterol contribute to the OA pathogenesis, and Graphical Abstract details the precise mechanism.

**FIGURE 7:**
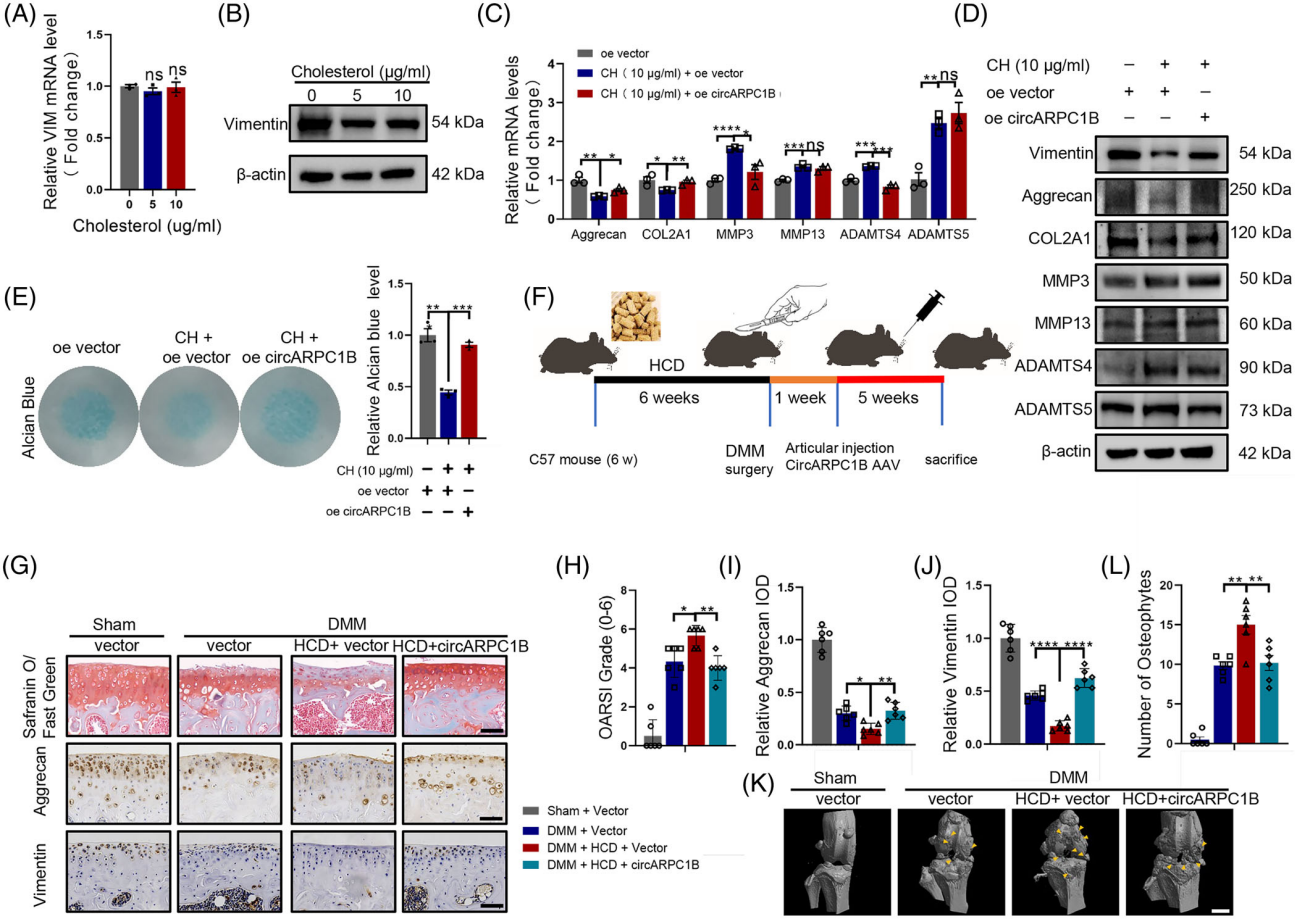
CircARPC1B overexpression reverses high cholesterol‐induced OA. (A) VIM mRNA expression in C28/I2 cells treated with 0, 5, 10 μg/mL cholesterol (*n* = 3). (B) Vimentin protein expression in C28/I2 cells treated with 0, 5, 10 μg/mL cholesterol (*n* = 3). (C) The effect of circARPC1B overexpression on COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 mRNA expression in C28/I2 cells treated with 10 μg/mL cholesterol (*n* = 3). (D) The effect of circARPC1B overexpression on COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 protein expression in C28/I2 cells treated with 10 μg/mL cholesterol (*n* = 3). (E) The effect of circARPC1B overexpression on micromass culture and quantification of C28/I2 cells treat with 10 μg/mL cholesterol for 7 days (*n* = 3). (F) Flowchart of the HCD feeding, DMM surgery and circARPC1B AAV articular injection in mice. (G) Representative images (*n* = 6) of safranin O/fast green, aggrecan and vimentin labelled IHC staining of cartilage in the four study group. Scale bar, 50 μm. (H) OARSI grade used for evaluation of the cartilage degradation in the four groups (*n* = 6). (I,J) Quantitative analysis of Aggrecan and vimentin expression in the cartilage with IHC in the four groups (*n* = 6). (K) The representative micro‐computerised tomography images (*n* = 6) of knee joints and osteophytes (yellow arrow). Scale bars, 1 mm. (L) Quantification of osteophytes number in the four groups (*n* = 6). The results were presented as mean ± SEM. *P<.05, **P<.01, ***P<.005 and ****P<.001 as compared with the control group.

## 4 DISCUSSION

OA is the most widespread chronic debilitating disease, mainly affecting people over 65 years old.^49^ The primary etiology of OA is attributed to an imbalance between cartilage matrix anabolism and catabolism. Despite the identification of several risk factors associated with OA, the precise mechanisms underlying cartilage matrix degradation remain elusive. Considering that OA is strongly linked to many cholesterol‐related illnesses apart from cardiovascular diseases, such as cancer, peroxisomal disorders and Alzheimer's disease, cholesterol homeostasis has received extensive research over the past few years.^50^, ^51^, ^52^ So far, the relationship between cholesterol metabolism and OA is notoriously controversial. There is quite a bit of evidence to support an interaction between cholesterol metabolism and OA. For instance, Li et al. found that OA and pain severity scores were higher in patients with hypercholesterolemia than in those with normal serum cholesterol levels.^53^ Other scholars reported that statins (cholesterol‐lowing drug) protective against OA in clinical trials.^54^, ^55^The study by Wu et al. was even more direct in finding that pravastatin significantly reduced IL‐1β induced MMP‐1 and MPP‐13 expression as well as intracellular cholesterol expression in human chondrocytes of OA patients. However, numerous studies have reported that there is no direct link between OA and cholesterol metabolism.^12^, ^56^ Our research identified an obvious and significant increase in serum and synovial fluid TC levels of patients with OA among 74 patients and synovial fluid TC levels correlated better with OA severity compared to serum TC levels. Our in vitro experiments revealed increased cholesterol uptake in OA cartilage, and the increased cholesterol further exacerbated the progression of OA. Although more samples are needed, cholesterol in synovial fluid may still be a latent biomarker for OA diagnosis. However, we still need to take into account that cholesterol includes HDL‐C, LDL‐C, IDL‐C, and VLDL‐C, and it has been reported in the literature that TC and LDL‐C levels in serum of OA patients were higher than normal, while the HDL‐C level was markedly lower.^57^ Thus, the specific type of cholesterol in synovial fluid that is strongly associated with OA progression still needs to be further explored.

Previous studies have suggested that mitochondrial dysfunction and oxidative stress may be the main mechanisms of cholesterol‐induced chondrocyte disorders.^58^ In addition, recent research on nature indicated that cholesterol and its metabolites directly activate retinoic acid‐related orphan receptor alpha in chondrocytes, which upregulates matrix‐degrading enzymes and increases the risk of OA.^5^ However, no study to date has explored the effect of cholesterol on circRNAs’ expression in chondrocytes. CircRNAs have garnered significant attention in recent years owing to their diverse biological activities, and accumulating evidence from numerous studies has highlighted their crucial role in the pathological progression of OA.^15^, ^16^, ^59^ In this study, we discovered that high cholesterol inhibited circARPC1B expression in chondrocytes and circARPC1B expression in human tibial plateau cartilage samples decreased with OA severity, implying that cholesterol may promote OA progression by inhibiting circARPC1B expression. To demonstrate this, we verified in vivo and in vitro that circARPC1B prevents cartilage ECM degradation and thus inhibits OA progression. As for the specific mechanism through which cholesterol alters circARPC1B expression in chondrocytes, it still needs to be further explored in the future.

CircRNAs bind to various proteins to form circRNA–protein complexes which are necessary for it to perform its biological function. The ability of circARPC1B to bind to Vimentin was explored using the RNA pull‐down assay. Vimentin, an important component of the cytoskeleton, plays an important role in chondrocyte hardness maintenance.^17^, ^60^ Importantly, Vimentin expression was found to be decreased in the OA model, and Vimentin abnormalities can affect the expression of anabolic biomarkers such as Aggrecan and COL2A1.^18^, ^22^ Our data validate that Vimentin downregulation disrupts cartilage ECM, but the specific mechanism by which Vimentin mediates OA requires further investigation in future. In the current study, our investigations revealed that Vimentin operates as an RNA‐binding protein for circARPC1B. This interaction between circARPC1B and Vimentin was further confirmed through techniques such as RNA‐protein colocalisation, the RIP (RNA immunoprecipitation) and CLIP assays. CircARPC1B altered the expression level of Vimentin protein but not its mRNA level, implying that circARPC1B can influence post‐translational modifications of Vimentin. As a major post‐translational modification, ubiquitylation regulates several physiological processes including chondrocytes metabolism.^15^, ^47^, ^59^ CircARPC1B knockdown increased Vimentin ubiquitination, whereas circARPC1B overexpression decreased its ubiquitination. Furthermore, rescue experiments further demonstrated that circARPC1B functions as a Vimentin stabilisation enhancer to prevent chondrocyte degradation. The relationship between Vimentin and the E3 ubiquitin ligase SYVN1 in breast cancer has previously been reported^24^ and our findings confirm that circARPC1B inhibits Vimentin degradation by blocking Vimentin‐SYVN1 binding. Surprisingly, we discovered that cholesterol inhibited Vimentin expression in chondrocytes and that circARPC1B alleviated high cholesterol‐induced OA as a Vimentin stabilisation enhancer. What cannot be ruled out is that circARPC1B may still have an effect on chondrocytes through other pathways. For example, circARPC1B may have an effect on OA by influencing miRNAs to exert non‐classical regulatory pathways,^61^, ^62^ which needs to be further explored.

## 5 CONCLUSIONS

Synovial fluid TC levels can be a potential diagnostic marker for OA. In addition, our data suggested that cholesterol‐circARPC1B‐Vimentin axis plays an essential role in OA progression and circARPC1B might be a promising therapeutic target for the OA treatment.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## FUNDING INFORMATION

By Zhejiang Provincial Natural Science Foundation of China, Grant No: LGF22H060003

## Supporting information

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

## References

[1] Prieto‐Alhambra D , Judge A , Javaid MK , et al. Incidence and risk factors for clinically diagnosed knee, hip and hand osteoarthritis: influences of age, gender and osteoarthritis affecting other joints. Ann Rheum Dis. 2014;73(9):1659‐1664.2374497710.1136/annrheumdis-2013-203355PMC3875433

[2] Hunter D , Bierma‐Zeinstra SJL . Osteoarthritis. Lancet. 2019;393(10182):1745‐1759.3103438010.1016/S0140-6736(19)30417-9

[3] Warmink K , Kozijn AE , Bobeldijk I , et al. High‐fat feeding primes the mouse knee joint to develop osteoarthritis and pathologic infrapatellar fat pad changes after surgically induced injury. Osteoarthr Cartil. 2020;28(5):593‐602.10.1016/j.joca.2020.03.00832222415

[4] Brunner AM , Henn CM , Drewniak EI , et al. High dietary fat and the development of osteoarthritis in a rabbit model. Osteoarthr Cartil. 2012;20(6):584‐592.10.1016/j.joca.2012.02.00722353745

[5] Choi W‐S , Lee G , Song W‐H , et al. The CH25H‐CYP7B1‐RORα axis of cholesterol metabolism regulates osteoarthritis. Nature. 2019;566(7743):254‐258.3072850010.1038/s41586-019-0920-1

[6] Gierman LM , Kühnast S , Koudijs A , et al. Osteoarthritis development is induced by increased dietary cholesterol and can be inhibited by atorvastatin in APOE*3Leiden.CETP mice—a translational model for atherosclerosis. Ann Rheum Dis. 2014;73(5):921‐927.2362597710.1136/annrheumdis-2013-203248

[7] Ali SA , Al‐Jazrawe M , Ma H , et al. Regulation of cholesterol homeostasis by hedgehog signaling in osteoarthritic cartilage. Arthritis Rheumatol. 2016;68(1):127‐137.2631539310.1002/art.39337PMC4690757

[8] Gkretsi V , Simopoulou T , Tsezou A . Lipid metabolism and osteoarthritis: lessons from atherosclerosis. Prog Lipid Res. 2011;50(2):133‐140.2111504110.1016/j.plipres.2010.11.001

[9] Kellgren JH . Osteoarthrosis in patients and populations. Br Med J. 1961;2(5243):1‐6.1375235010.1136/bmj.2.5243.1PMC1968987

[10] Hart DJ , Doyle DV , Spector TD . Association between metabolic factors and knee osteoarthritis in women: the Chingford study. J Rheumatol. 1995;22(6):1118‐1123.7674240

[11] Xiong J , Long J , Chen X , Li Y , Song H . Dyslipidemia might be associated with an increased risk of osteoarthritis. Biomed Res Int. 2020;2020:3105248.3214910010.1155/2020/3105248PMC7048911

[12] Dahaghin S , Bierma‐Zeinstra SMA , Koes BW , Hazes JMW , Pols HAP . Do metabolic factors add to the effect of overweight on hand osteoarthritis? The Rotterdam study. Ann Rheum Dis. 2007;66(7):916‐920.1731412110.1136/ard.2005.045724PMC1955104

[13] Cao C , Shi Y , Zhang X , et al. Cholesterol‐induced LRP3 downregulation promotes cartilage degeneration in osteoarthritis by targeting Syndecan‐4. Nat Commun. 2022;13(1):7139.3641466910.1038/s41467-022-34830-4PMC9681739

[14] Vo JN , Cieslik M , Zhang Y , et al. The landscape of circular RNA in cancer. Cell. 2019;176(4):869‐881.3073563610.1016/j.cell.2018.12.021PMC6601354

[15] Shen S , Yang Y , Shen P , et al. circPDE4B prevents articular cartilage degeneration and promotes repair by acting as a scaffold for RIC8A and MID1. Ann Rheum Dis. 2021;80(9):1209‐1219.3403962410.1136/annrheumdis-2021-219969PMC8372377

[16] Wu Y , Hong Z , Xu W , et al. Circular RNA circPDE4D protects against osteoarthritis by binding to miR‐103a‐3p and regulating FGF18. Mol Ther. 2021;29(1):308‐323.3312585810.1016/j.ymthe.2020.09.002PMC7791010

[17] Chung B‐M , Rotty JD , Coulombe PA . Networking galore: intermediate filaments and cell migration. Curr Opin Cell Biol. 2013;25(5):600‐612.2388647610.1016/j.ceb.2013.06.008PMC3780586

[18] Capín‐Gutiérrez N , Talamás‐Rohana P , González‐Robles A , Lavalle‐Montalvo C , Kourí JJH . Histopatholo, cytoskeleton disruption in chondrocytes from a rat osteoarthrosic (OA) ‐induced model: its potential role in OA pathogenesis. Histol Histopathol. 2004;19(4):1125‐1132.1537575510.14670/HH-19.1125

[19] Patel J , Saleh K , Burdick J , RJAb Mauck . Bioactive factors for cartilage repair and regeneration: improving delivery, retention, and activity. Acta Biomater. 2019;93:222‐238.3071166010.1016/j.actbio.2019.01.061PMC6616001

[20] Mouw JK , Ou G , Weaver VM . Extracellular matrix assembly: a multiscale deconstruction. Nat Rev Mol Cell Biol. 2014;15(12):771‐785.2537069310.1038/nrm3902PMC4682873

[21] Troeberg L , Nagase H . Proteases involved in cartilage matrix degradation in osteoarthritis. Biochim Biophys Acta. 2012;1824(1):133‐145.2177770410.1016/j.bbapap.2011.06.020PMC3219800

[22] Blain E , Gilbert S , Hayes A , Duance VJM . bjotISfMB, disassembly of the vimentin cytoskeleton disrupts articular cartilage chondrocyte homeostasis. Matrix Biol. 2006;25(7):398‐408.1687639410.1016/j.matbio.2006.06.002

[23] Snider NT , Omary MB . Post‐translational modifications of intermediate filament proteins: mechanisms and functions. Nat Rev Mol Cell Biol. 2014;15(3):163‐177.2455683910.1038/nrm3753PMC4079540

[24] Fan Y , Wang J , Jin W , et al. CircNR3C2 promotes HRD1‐mediated tumor‐suppressive effect via sponging miR‐513a‐3p in triple‐negative breast cancer. Mol Cancer. 2021;20(1):25.3353098110.1186/s12943-021-01321-xPMC7851937

[25] Altman R , Asch E , Bloch D , et al. Development of criteria for the classification and reporting of osteoarthritis. Classification of osteoarthritis of the knee. Diagnostic and Therapeutic Criteria Committee of the American Rheumatism Association. Arthritis Rheum. 1986;29(8):1039‐1049.374151510.1002/art.1780290816

[26] Gosset M , Berenbaum F , Thirion S , Jacques C . Primary culture and phenotyping of murine chondrocytes. Nat Protoc. 2008;3(8):1253‐1260.1871429310.1038/nprot.2008.95

[27] Zhao Y , Liu B , Liu C‐j . Establishment of a surgically‐induced model in mice to investigate the protective role of progranulin in osteoarthritis. J Vis Exp. 2014(84):e50924.2463812810.3791/50924PMC4131755

[28] Glažar P , Papavasileiou P , Rajewsky N . circBase: a database for circular RNAs. RNA. 2014;20(11):1666‐1670.2523492710.1261/rna.043687.113PMC4201819

[29] Liu M , Wang Q , Shen J , Yang BB , Ding X . Circbank: a comprehensive database for circRNA with standard nomenclature. RNA Biol. 2019;16(7):899‐905.3102314710.1080/15476286.2019.1600395PMC6546381

[30] Wu W , Ji P , Zhao F . CircAtlas: an integrated resource of one million highly accurate circular RNAs from 1070 vertebrate transcriptomes. Genome Biol. 2020;21(1):101.3234536010.1186/s13059-020-02018-yPMC7187532

[31] Jumper J , Evans R , Pritzel A , et al. Highly accurate protein structure prediction with AlphaFold. Nature. 2021;596(7873):583‐589.3426584410.1038/s41586-021-03819-2PMC8371605

[32] Xue LC , Rodrigues JP , Kastritis PL , Bonvin AM , Vangone A . PRODIGY: a web server for predicting the binding affinity of protein–protein complexes. Bioinformatics. 2016;32(23):3676‐3678.2750322810.1093/bioinformatics/btw514

[33] Vangone A , Bonvin AM . Contacts‐based prediction of binding affinity in protein–protein complexes. Elife. 2015;4:e07454.2619311910.7554/eLife.07454PMC4523921

[34] Kastritis PL , Rodrigues JPGLM , Folkers GE , Boelens R , Bonvin AMJJ . Proteins feel more than they see: fine‐tuning of binding affinity by properties of the non‐interacting surface. J Mol Biol. 2014;426(14):2632‐2652.2476892210.1016/j.jmb.2014.04.017

[35] Tina KG , Bhadra R , Srinivasan N . PIC: protein interactions calculator. Nucleic Acids Res. 2007;35:W473‐W476. (Web Server issue).1758479110.1093/nar/gkm423PMC1933215

[36] Goedeke L , Fernández‐Hernando C . Regulation of cholesterol homeostasis. Cell Mol Life Sci. 2012;69(6):915‐930.2200945510.1007/s00018-011-0857-5PMC11114919

[37] Ansari M , Ahmad N , Haqqi TJB . oxidative stress and inflammation in osteoarthritis pathogenesis: role of polyphenols. Biomed Pharmacother. 2020;129:110452.3276894610.1016/j.biopha.2020.110452PMC8404686

[38] Kumar S , Adjei I , Brown S , Liseth O , Sharma BJB . Manganese dioxide nanoparticles protect cartilage from inflammation‐induced oxidative stress. Biomaterials. 2019;224:119467.3155758910.1016/j.biomaterials.2019.119467PMC7025913

[39] Vassalli G , Büeler H , Dudler J , von Segesser LK , Kappenberger L . (AAV) vectors achieve prolonged transgene expression in mouse myocardium and arteries in vivo: a comparative study with adenovirus vectors. Int J Cardiol. 2003;90(2‐3):229‐238.1295775610.1016/s0167-5273(02)00554-5

[40] Palomeque J , Chemaly ER , Colosi P , et al. Efficiency of eight different AAV serotypes in transducing rat myocardium in vivo. Gene Ther. 2007;14(13):989‐997.1725198810.1038/sj.gt.3302895

[41] Kristensen LS , Andersen MS , Stagsted LVW , et al. The biogenesis, biology and characterization of circular RNAs. Nat Rev Genet. 2019;20(11):675‐691.3139598310.1038/s41576-019-0158-7

[42] Chen X , Han P , Zhou T , et al. circRNADb: a comprehensive database for human circular RNAs with protein‐coding annotations. Sci Rep. 2016;6:34985.2772573710.1038/srep34985PMC5057092

[43] Pan C , Ding H , Dong YJC . Extracellular matrix protein patterns guide human chondrocytes adhesion and alignment characterized by vimentin and matrilin‐3. Biointerfaces. 2013;102:730‐736.2310795110.1016/j.colsurfb.2012.09.005

[44] Juarez M , Bang H , Hammar F , et al. Identification of novel antiacetylated vimentin antibodies in patients with early inflammatory arthritis. Ann Rheum Dis. 2016;75(6):1099‐1107.2616044110.1136/annrheumdis-2014-206785PMC4893102

[45] Ospelt C , Bang H , Feist E , et al. Carbamylation of vimentin is inducible by smoking and represents an independent autoantigen in rheumatoid arthritis. Ann Rheum Dis. 2017;76(7):1176‐1183.2818372110.1136/annrheumdis-2016-210059PMC5530349

[46] Armaos A , Colantoni A , Proietti G , Rupert J , Tartaglia GG . catRAPID omics v2.0: going deeper and wider in the prediction of protein–RNA interactions. Nucleic Acids Res. 2021;49(W1):W72‐W79.3408693310.1093/nar/gkab393PMC8262727

[47] Pang K , Park J , Ahn SG , et al. RNF208, an estrogen‐inducible E3 ligase, targets soluble Vimentin to suppress metastasis in triple‐negative breast cancers. Nat Commun. 2019;10(1):5805.3186288210.1038/s41467-019-13852-5PMC6925134

[48] Li Y , Xie P , Lu L , et al. An integrated bioinformatics platform for investigating the human E3 ubiquitin ligase–substrate interaction network. Nat Commun. 2017;8(1):347.2883918610.1038/s41467-017-00299-9PMC5570908

[49] Huang PL . A comprehensive definition for metabolic syndrome. Dis Model Mech. 2009;2(5‐6):231‐237.1940733110.1242/dmm.001180PMC2675814

[50] Moon S‐H , Huang C‐H , Houlihan SL , et al. p53 represses the mevalonate pathway to mediate tumor suppression. Cell. 2019;176(3):564‐580.10.1016/j.cell.2018.11.011PMC648308930580964

[51] Chu B‐B , Liao Y‐C , Qi W , et al. Cholesterol transport through lysosome–peroxisome membrane contacts. Cell. 2015;161(2):291‐306.2586061110.1016/j.cell.2015.02.019

[52] Shibuya Y , Chang CC , Chang T‐Y . ACAT1/SOAT1 as a therapeutic target for Alzheimer's disease. Future Med Chem. 2015;7(18):2451‐2467.2666980010.4155/fmc.15.161PMC4976859

[53] Li H , George DM , Jaarsma RL , Mao X . Metabolic syndrome and components exacerbate osteoarthritis symptoms of pain, depression and reduced knee function. Ann Transl Med. 2016;4(7):133.2716278310.21037/atm.2016.03.48PMC4842398

[54] Haj‐Mirzaian A , Mohajer B , Guermazi A , et al. Statin use and knee osteoarthritis outcome measures according to the presence of heberden nodes: results from the osteoarthritis initiative. Radiology. 2019;293(2):396‐404.3150293610.1148/radiol.2019190557

[55] Valdes AM , Zhang W , Muir K , et al. Use of statins is associated with a lower prevalence of generalised osteoarthritis. Ann Rheum Dis. 2014;73(5):943‐945.2434756810.1136/annrheumdis-2013-204382PMC3995213

[56] Schwager JL , Nevitt MC , Torner J , et al. Association of serum low‐density lipoprotein, high‐density lipoprotein, and total cholesterol with development of knee osteoarthritis. Arthritis Care Res. 2022;74(2):274‐280.10.1002/acr.24455PMC805426432961029

[57] Zhang K , Ji Y , Dai H , et al. High‐density lipoprotein cholesterol and apolipoprotein A1 in synovial fluid: potential predictors of disease severity of primary knee osteoarthritis. Cartilage. 2021;13:1465S‐1473S.3387075810.1177/19476035211007919PMC8808802

[58] Farnaghi S , Prasadam I , Cai G , et al. Protective effects of mitochondria‐targeted antioxidants and statins on cholesterol‐induced osteoarthritis. FASEB J. 2017;31(1):356‐367.2773789710.1096/fj.201600600R

[59] Gong Z , Wang K , Chen J , et al. CircZSWIM6 mediates dysregulation of ECM and energy homeostasis in ageing chondrocytes through RPS14 post‐translational modification. Clin Transl Med. 2023;13(1):e1158.3660498210.1002/ctm2.1158PMC9816529

[60] Haudenschild DR , Chen J , Pang N , et al. Vimentin contributes to changes in chondrocyte stiffness in osteoarthritis. J Orthop Res. 2011;29(1):20‐25.2060247210.1002/jor.21198PMC2976780

[61] Eiring AM , Harb JG , Neviani P , et al. miR‐328 functions as an RNA decoy to modulate hnRNP E2 regulation of mRNA translation in leukemic blasts. Cell. 2010;140(5):652‐665.2021113510.1016/j.cell.2010.01.007PMC2924756

[62] Fabbri M , Paone A , Calore F , et al. MicroRNAs bind to Toll‐like receptors to induce prometastatic inflammatory response. Proc Natl Acad Sci USA. 2012;109(31):E2110‐E2116.2275349410.1073/pnas.1209414109PMC3412003

# Supplementary material for: Circular RNA circARPC1B functions as a stabilisation enhancer of Vimentin to prevent high cholesterol‐induced articular cartilage degeneration
**Source:** Clin Transl Med. 2023 Sep 22;13(9):e1415. doi: 10.1002/ctm2.1415
**Supplement:** Supplementary file 1 — Supporting Information

**Additional file 1**

**Circular RNA circARPC1B functions as a stabilization enhancer of Vimentin to prevent cholesterol-induced articular cartilage degeneration**

Jiarui Li^1*^, Xiang Li^1*^, Shengji Zhou^1*^, Yuxin Wang^1^, Tiantian Ying^1^, Quan Wang^1^, Yizheng Wu^2#^, Fengchao Zhao^1#^

**Supplementary materials and methods**

*Kellgren-Lawrence grade*

Grade 0 (normal knee): The knee is completely normal on x-ray. There is no narrowing of the joint space, no osteophytes (bone spurs) osteosclerosis or other bone changes.

Grade I: There is suspected narrowing of the joint space in the knee (narrowing of the joint space implies cartilage wear). There is a possibility of osteochondrosis (a bony bump on the edge of the knee joint), but it is mild.

Grade II: Definite presence of a small bony residue on the knee radiograph and suspicious narrowing of the joint space.

Grade III: Radiographs with moderate bony encumbrances, well-defined joint space narrowing, and subchondral bone sclerosis

Grade IV: radiographs with a large number of bony encumbrances, severe joint space narrowing, and significant subchondral bone sclerosis.

*Measurement of total cholesterol content*

1. Sample processing

The cartilage tissue from the tibial plateau of mice was homogenized in an ice bath by adding extract solution (isopropyl alcohol，(0.1 g cartilage/ 500 uL isopropyl alcohol)). 10,000 g, centrifuged at 4°C for 10 min, and the supernatant was placed on ice for measurement; Add 1mL of extract solution to 5 million cells, and ultrasonic break the cells in ice bath (power 300w, ultrasonic 2 seconds, interval 3 seconds, total time 3min); then centrifuge at 10,000g for 10min at 4℃, and put the supernatant on ice to be measured. Then centrifuge the cells at 10,000g for 10min at 4℃, take the supernatant and put it on ice to be measured; Plasma and joint fluids can be measured directly.

1. Measurement steps

The 50 μmol/mL cholesterol standard solution was diluted with the extract to obtain 2.5, 2, 1.25, 0.625, 0.3125, 0.15625 μmol/mL standard solution was set aside. The assay solution (180ul) and the sample (20ul) were added into the 96-well plate, mixed thoroughly, and incubated at 37℃ for 15min. The absorbance at 500 nm was measured by a microplate reader (Bio-Tek Instruments, Winooski, VT, USA).

1. Calculation of total cholesterol content

Drawing of standard curve: A standard curve was established based on the concentration (x, μmol/mL) and absorbance ΔA standard (y, ΔA standard) of the standard tube. Based on the standard curve, the ΔA determination (y, ΔA determination) was brought into the formula to calculate the sample concentration (x, μmol/mL).

Calculation of total cholesterol: Liquid volume calculation: TC content (μmol/dL) = x × 100; Calculated by sample mass: TC content (μmol/g mass) = x × V extraction ÷ W = x ÷ W; Calculated by cell number: TC content (μmol/10^4^ cell) = x x V extraction ÷ 500 = 0.002x

*Divergent primers for circRNA PCR*

Sequences of circRNAs were retrieved from the RNA-seq anlysis and compared in circbase, circbank and circAtlas. The sequence at the 5' end of the circRNA is transferred to the tail at the 3' end, and the junction between the 3' end and the 5' end is at the junction site of the circRNA. Use the web tool primer blast in NCBI ([Primer designing tool (nih.gov)](https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastHome)) for primers design and make sure the primers are designed on both sides of the junction site. The absolute value of the difference between "Tm" in "Sense" and "Tm" in "Anti-Sense" is not greater than 2.5, and "GC%" = 40%~70%. Primers specificity was verified by qPCR assay, and Sanger sequencing determined that the PCR amplified fragments contained junction sites.

*Generation of AAV expressing circARPC1B*

The full-length circARPC1B DNA sequence was cloned into the adeno-associated virus serotype 2 (AAV2) vector pHBAAV-CMV-circ-EF1-GFP (Hanbio Co. Ltd, Shanghai, China). The AAV2 vector pHBAAV-CMV-circ-EF1-GFP was used as a negative control. CircARPC1B or control plasmids were co-transfected with packaging plasmids (pAAV-RC and pHelper) into HEK-293T cells using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA). After 72 h, the culture media were collected, and AAV was purified by Adenovirus purification kit (V1469-01, Biogima, San Diego, USA). The viral titre was determined using RT-qPCR.

*Cell Counting Kit-8 assay*

1 X 10^5^ chondrocytes were added to each well of a 96-well plate and cultivated for 48 h with cholesterol (Selleck). The CCK8 reagent (10 uL) was then added to each well and cultured for an hour. The absorbance at 450 nm was measured by a microplate reader (Bio-Tek Instruments).

*RNA isolation and library construction for RNA-seq*

Total RNA was isolated from the sample using TRIzol (Invitrogen), according to the manufacturer's instructions. The extracted RNA was treated with DNase to remove any genomic DNA contamination, followed by purification steps to obtain high-quality RNA suitable for downstream applications. Construction of chain specific articles using the method of removing ribosomal RNA (circRNA library building and increasing the process of removing linear RNA). Firstly, ribosomal RNA was removed from the total RNA, followed by linear RNA removal using RNase R enzyme. The remaining circRNA was broken into short fragments of 250-300 bp, using fragmented RNA as a template and random oligonucleotides as primers to synthesize the first strand of cDNA. Subsequently, the second strand of cDNA was synthesized using dNTPs (dUTP, dATP, dGTP, and dCTP) as raw materials. The purified double stranded cDNA undergoes end repair, A-tailed addition, and sequencing connections. AMPure XP beads were used to screen cDNA of around 350-400 bp. Use the USER enzyme to degrade the second strand of cDNA containing U, and finally perform PCR amplification to obtain the library. Next, perform preliminary quantification using Qubit and dilute the library to 1ng/ul; Then, Agilent 2100 bioanalyzer was used to detect the insert size of the library. The insert size distribution was approximately 250-300 bp, which was expected. After the Insert size meets expectations, the qPCR method is used to accurately quantify the effective concentration of the library. The effective concentration of the library is>2nM, ensuring the quality of the sample library. Samples were sequenced by NovaSeq 6000 (Illumina) after quality inspection, and paired-end reads of 150nt length were obtained. Sequence reads were trimmed for adaptor seauence/ow-gualty secuence using cutadapt(v2.7). Trimmed sequence reads were aligned to human genome (ensembl GRCh38) with bwa (v0.7.17). 

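CIRI searches the alignments made by bwa for reads whose parts map in the reverse order of the genome, which is what a read across a back-splice junction does. The number of such reads is the count of the circRNA, and reads from the inside of the circle, which cannot be told from linear RNA, do not enter it. A circRNA count is therefore small beside the number of reads sequenced, and amounted to 70508 junction reads over the 6 libraries. The size factors of DESeq2, by which the authors normalized, were computed here from the deposited counts and ranged from 0.863 for cholesterol replicate 3 to 1.28 for cholesterol replicate 2.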

CIRI (V2.0.6) was applied to identify circRNAs and estimate the junction reads as circRNA counts and junction reads counts normalization were performed using DESeq2 .

*RNA fluorescent in situ hybridization (FISH)*

The cells were seeded in 6 well plates with sterile glass covers and allowed to culture overnight. Cells were then fixed with 4% paraformaldehyde (PFA) for 20 min at 25 °C and dehydrated with 70% ethanol at 4 °C for 1 h. Slides were hybridized for 14–16 h at 37 °C. Hybridization buffer for RNA FISH dissolved the probes at a concentration of 20 nM. Following overnight hybridization, the slides were washed with 10% formamide/2×SSC at 37 °C on an oscillator for 30 min, and subsequently washed with PBS and 0.1% (v/v) Tween 20 three times. The cover glass was restained with DAPI, fixed with ProLong Gold anti-fading reagents, reagents, and observed using a fluorescence microscope. For in vivo FISH, tissue sections were deparaffinized, rehydrated, and permeabilized by 0.8% pepsin treatment at 37°C for 30 min before hybridization.

*RNA pull-down assay (RPD) and* *Mass Spectrometry (MS)*

For RNA pull-down assay, the biotinylated probe solution (4 μg) was denatured at 90°C for 2 min and incubated with pre-cooled RNA structure buffer to form RNA secondary structures. Next, streptavidin magnetic beads (Invitrogen) were incubated with the mixture at 25°C for 30 min. 10^7^ C28/I2 cells were lysed at 4℃ and centrifuged with 15000g for 15min, supernatant fractions collected and mixed with the probe-bead mixture. RNase inhibitor (5 μL), EDTA (5 μL) and EGTA (2.5 μL) were added, followed by incubation for 2 h and elution at 37°C for 2 h.

LC-MS/MS analysis was performed on a Q Exactive mass spectrometer (Thermo Scientific) that was coupled to Easy nLC (Proxeon Biosystems, now Thermo Fisher Scientific) for 30/60/120/240 min (determined by project proposal). The mass spectrometer was operated in positive ion mode. MS data was acquired using a data-dependent top20 method dynamically choosing the most abundant precursor ions from the survey scan (300–1800 m/z) for HCD fragmentation. Automatic gain control (AGC) target was set to 1e6, maximum inject time to 50 ms，and number of scan ranges to 1. Dynamic exclusion duration was 30.0 s. Survey scans were acquired at a resolution of 70,000 at m/z 100 and resolution for HCD spectra was set to 17,500 at m/z 100, Automatic gain control (AGC) target was set to 1e5,isolation width was 1.5 m/z, microscans to 1, and maximum inject time to 50 ms. Normalized collision energy was 27 eV and the underfill ratio, which specifies the minimum percentage of the target value likely to be reached at maximum fill time, was defined as 0.1%. The instrument was run with peptide recognition mode enabled. MS/MS spectra were searched using MASCOT engine (Matrix Scientific, SC, USA) against a nonredundant International Protein Index arabidopsis sequence database v3.85 (released at September 2011; 39679 sequences) from the European Bioinformatics Institute (http://www.ebi.ac.uk/). For protein identification, the following options were used. Peptide mass tolerance=20 ppm, MS/MS tolerance=0.1 Da, Enzyme=Trypsin, Missed cleavage=2, Fixed modification: Carbamidomethyl (C), Variable modification：Oxidation(M).

*Silver staining*

The proteins obtained from the RNA pulldown experiment (20 µg per well) were loaded onto SDS-polyacrylamide gels (10%) for electrophoresis. After being fixed with stationary liquid (50 mL ethanol, 10 mL acetic acid, and 40 mL double distilled H2O) for 1 h, the gels were washed with 30% ethanol for 10 min and washed twice with double distilled H2O. The gels were incubated with silver staining buffer for 10 min and washed twice with double-distilled H2O. Next, the gels were stained with a chromogenic agent until clear bands were visible, after which they were washed with the corresponding elimination agent.

*Co-immunoprecipitation (Co-ip)*

Cells were lysed in cold Pierce IP lysis buffer, sonicated in an ultrasonic processor, and subsequently centrifuged at 12,000 rpm 4°C for 5 min to collect the supernatant (input). An antibody specific for the target protein was added to the lysis buffer and incubated overnight at 4°C. On the second day, Pierce protein A/G magnetic beads were washed three times with

PBS and incubated with cell lysis buffer containing the indicated antibody for 1.5 hours at room temperature. The magnetic beads were washed three times with PBS containing 1% Triton X-100 and then boiled at 95°C in 1× loading buffer for 5 min. The indicated proteins were detected by Western blotting using specific antibodies.

*RNA Immunoprecipitation (RIP)*

2 × 10^7^ cells were collected and fully lysed in polysome lysis buffer containing protease inhibitors and RNA enzyme inhibitors (lysis buffer: protease inhibitors: RNA enzyme inhibitors = 1700:17:7.5). then, the DNA removal process was carried out. Cell lysate was divided into three groups (input, IP, and IgG groups). 5 μg Anti-AGO2/Vimentin/FLAG antibodies and 5 μg IgG antibody were incubated with cell lysates of IP and IgG groups, respectively, at 4 °C for 16 h. Next, the RNA-protein complexes were isolated by incubating cell lysates with the protein A/G magnetic beads at 4 °C for 1 h. After proteinase K digestion, protein-bound RNAs were extracted by phenol/chloroform/isoamyl alcohol (125:24:1). The protein-bound RNAs

were detected by qRT-PCR and assessed by %Input (%Input =2^−[ΔCtIP-(ΔCtinput-log2 Input Dilution Factor)]^, Input Dilution Factor = (Volume _Input_/ Volume _IP/IgG_)^−1^).

*Crosslinking-immunprecipitation (CLIP)*

Cells were expanded in six 15cm dishes and cultured to a density of 80% polymerization. Then, the cells were placed on ice and placed under 365 nm UV light for cross-linking for 10 min. Cells were harvested and lysed with 1ml lysate (protease inhibitor and a final concentration of 1 mM DTT were added prior to use) on ice for 10 min. The supernatant was centrifuged and RNase T1 stock was added to a final concentration of 1 U/μL and incubated at 22°C for 10 min. Take 50 μL of the supernatant as the Input group and store it at -80°C. Take 500 ul as the IP group and 500 ul as the IgG group. 30ul Protein A/G magnetic beads were added with 10ug Vimentin or IgG; incubated at 4°C for 2h in inversion and then left on a magnetic rack for 1min to remove the supernatant. The antibody-bead mixture was resuspended with 500ul of cell lysate; and incubated at 4°C for 3 h. After 5 washes with 1mL of washing solution, the magnetic beads were suspended with 100 ul of lysate and 20U of RNase-free DNase I was added; and the beads were incubated at 37°C for 15 min. Add 900ul of lysate, blow and mix and place on a magnetic stand for 3min, then remove the supernatant; then resuspend the magnetic beads with 80ul of lysate. The Input group was supplemented with 8 μL of Proteinase K to 80ul of lysate, and the IP group was supplemented with 8 μL of Proteinase K. The lysate was digested for 15 min at 55℃; Digest at 55℃ for 15 min. Add 1 mL of Trizol to the digested solution, shake vigorously for 15 s, add 200 μL of chloroform, shake vigorously again for 15 s, and place on ice for 2 min. Centrifuge at 12,000 g for 15 min at 4°C, transfer the supernatant to a new 2 mL enzyme-free tube, add an equal volume of isopropanol, and precipitate overnight at -80°C. Centrifuge at 12,000 g for 10 min at 4°C and discard the supernatant. Add 1 mL of 75% ethanol (prepared in enzyme-free water) and wash the precipitate once. centrifuge the supernatant at 8000 g for 5 min at 4°C, discard the supernatant, and air-dry it at room temperature for 10 min to evaporate all the ethanol; add 20 μL of ddH2O (RNase DNase free) to solubilize the RNA. The RNAs were detected by qRT-PCR and assessed by %Input (%Input= =2^−[ΔCtIP-(ΔCtinput-log2 Input Dilution Factor)^], Input Dilution Factor = (Volume _Input_/ Volume _IP/IgG_)^−1^).

*Plasmids and small interfering RNA (siRNA)*

For overexpression assay, chondrocytes were harvested into 6-well plates, and medium was changed once every two days. When the cell density reached 70%-90%, they were transfected with circARPC1B or VIM vector using lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. After two days, transfected chondrocytes were used for next step of experiment.

For shRNA transfection assay, HEK293T were harvested into 10 cm petri dishes. When the cell density reached 30%, they were transfected with 2 ug lentiviral plasmid, 1.5 ug pSPAX2 plasmid and 0.5 pMD2G plasmid using lipofectamine 3000 according to the manufacturer’s protocol. After 18-24 hours, harvested chondrocytes into 10 cm petri dishes at about 30-50% confluency and changed medium in the HEK293T plate into 5 ml fresh medium. After about 24 hours after medium change, take one plate of transfected HEK293P, 3 ml medium was taking out using 5 ml syringe. Medium was filtered through 0.45 um filter (Millipore SLHV033RB) and supplemented with 3 ml fresh medium and 10 ug/ml final concentration polybrene (gene pharma). Used this culture medium to culture chondrocytes for 24 hours and then replaced it with normal cell culture medium. Then the cells were selected with puromycin (GIBCO), and the surviving cells were continuously cultured as stable cells for next step of experiment.

For siRNA transfection assay, chondrocytes were harvested into 6-well plates, and medium was changed once every two days. When the cell density reached 70%-90%, they were transfected with siRNA using lipofectamine 3000 according to the manufacturer’s protocol. After two days, transfected chondrocytes were used for next step of experiment.

*Filipin staining for cholesterol assay*

Cartilage samples were fixed with 4% PFA and then snap frozen with liquid nitrogen. The 5-10 μm sections were incubated with fixative solution for 30 minutes at 21°C, and then incubated with hydrolysate solution for one hour at 21°C. Finally, after 10 minutes of incubation at 21 °C in the anti-interference solution, they were incubated with Filipin Staining solution 21 °C for 30 minutes in the dark. The sections were observed using a fluorescence microscope immediately after staining was completed.

*Histological Analyses*

Cartilage specimens were fixed in 4% PFA for paraffin embedding. Each paraffin-embedded cartilage sample was sectioned at 5 μm, and every tenth section was stained with 0.1% safranin O solution and 0. 1% Fast Green solution. Cartilage destruction was scored by two observers blinded to group-identifying information using the OARSI grading system [2]. OARSI score is equal to the grade times the stage score. Grade score divide into 6 levels. Therefore, grade 1.0 would have intact chondrocytes, whereas in grade 1.5, cell death by apoptosis or necrosis would be seen. Similarly, in grade 2.0, the surface discontinuity would consist of fibrillation only, whereas in grade 2.5, additionally, abrasion of the surface with loss of a portion of the superficial cartilage zone would be seen. In grade 3, penetration into the mid zone is seen by the presence of simple fissures or clefts. In grade 3.5, extension of fissures to become branched or complex fissures is noted. In grade 4, where the key feature is erosion, grade 4.0 represents superficial zone delamination (loss of the superficial zone only), whereas grade 4.5 shows excavation into the mid zone. In grade 5, where denudation is a key feature, grade 5.0 represents presence of a bone surface which consists of intact calcified cartilage or sclerotic bone, whereas in grade 5.5 at the denuded surface, reparative fibrocartilaginous tissue or new bone formation is observed. In grade 6, grade 6.0, deformation of the joint geometry at the joint margins is seen, whereas in grade 6.5, the extent of remodeling is such that both the joint margins and force bearing areas show deformation changes.

# Supplementary material for: Circular RNA circARPC1B functions as a stabilisation enhancer of Vimentin to prevent high cholesterol‐induced articular cartilage degeneration
**Source:** Clin Transl Med. 2023 Sep 22;13(9):e1415. doi: 10.1002/ctm2.1415
**Supplement:** Supplementary file 3 — Supporting Information

**Additional file 3**

**Circular RNA circARPC1B functions as a stabilization enhancer of Vimentin to prevent cholesterol-induced articular cartilage degeneration**

Jiarui Li^1*^, Xiang Li^1*^, Shengji Zhou^1*^, Yuxin Wang^1^, Tiantian Ying^1^, Quan Wang^1^, Yizheng Wu^2#^, Fengchao Zhao^1#^

**Supplemental Figure:**

Supplemental Figure 1. Supplementary materials for Fig. 1

Supplemental Figure 2. Supplementary materials for Fig. 2

Supplemental Figure 3. Supplementary materials for Fig. 3

Supplemental Figure 4. Supplementary materials for Fig. 4

Supplemental Figure 5. Supplementary materials for Fig. 5

Supplemental Figure 6. Supplementary materials for Fig. 6.7

**Figure S1**

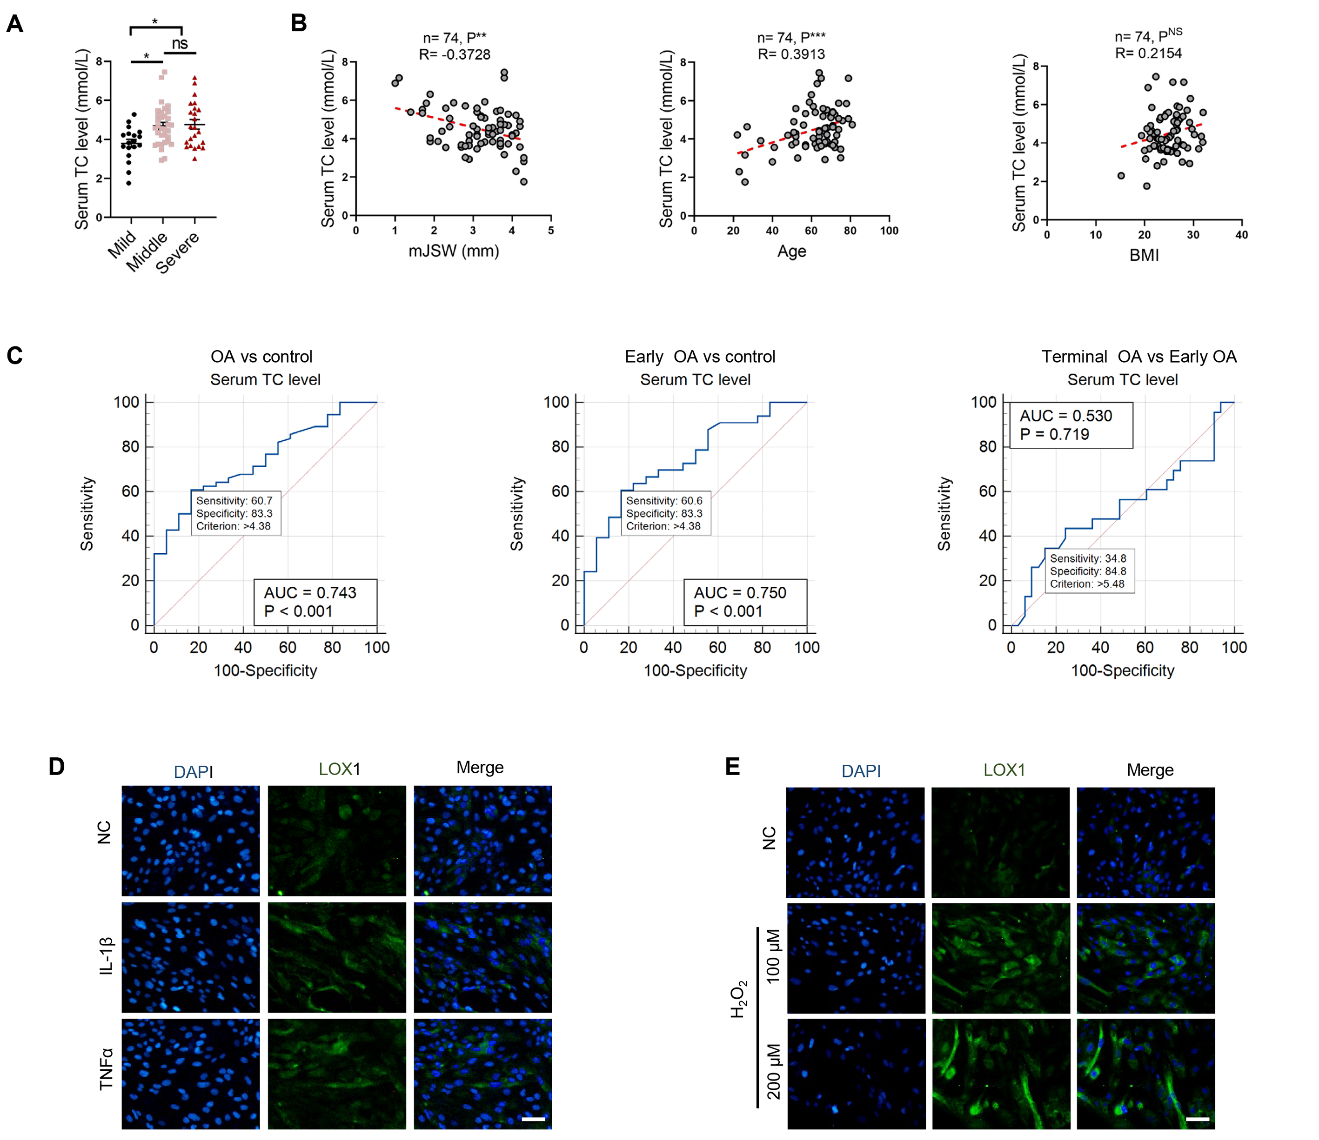

**Fig. S1 Supplementary materials for Fig. 1**

**A.** The level of serum total cholesterol of patients with mild, middle, and severe OA. **B.** Pearson correlation analysis between serum total cholesterol level and mJSW of patients with OA, age, and BMI. **C.** Receiver operating characteristic (ROC) curve for total cholesterol in synovial fluids discriminating control and OA, control and early OA, early OA and terminal OA. Control, early OA, and terminal OA represent patients with mild OA, middle OA, and severe OA, respectively, according to the KL grades. AUC, area under the ROC curve. **D-E.** Representative immunofluorescence images (n=3) of LOX1 in C28/I2 cells treated with hydrogen peroxide, IL-1β or TNFα for 36h. Scale bar, 100 μm.

**Figure S2**

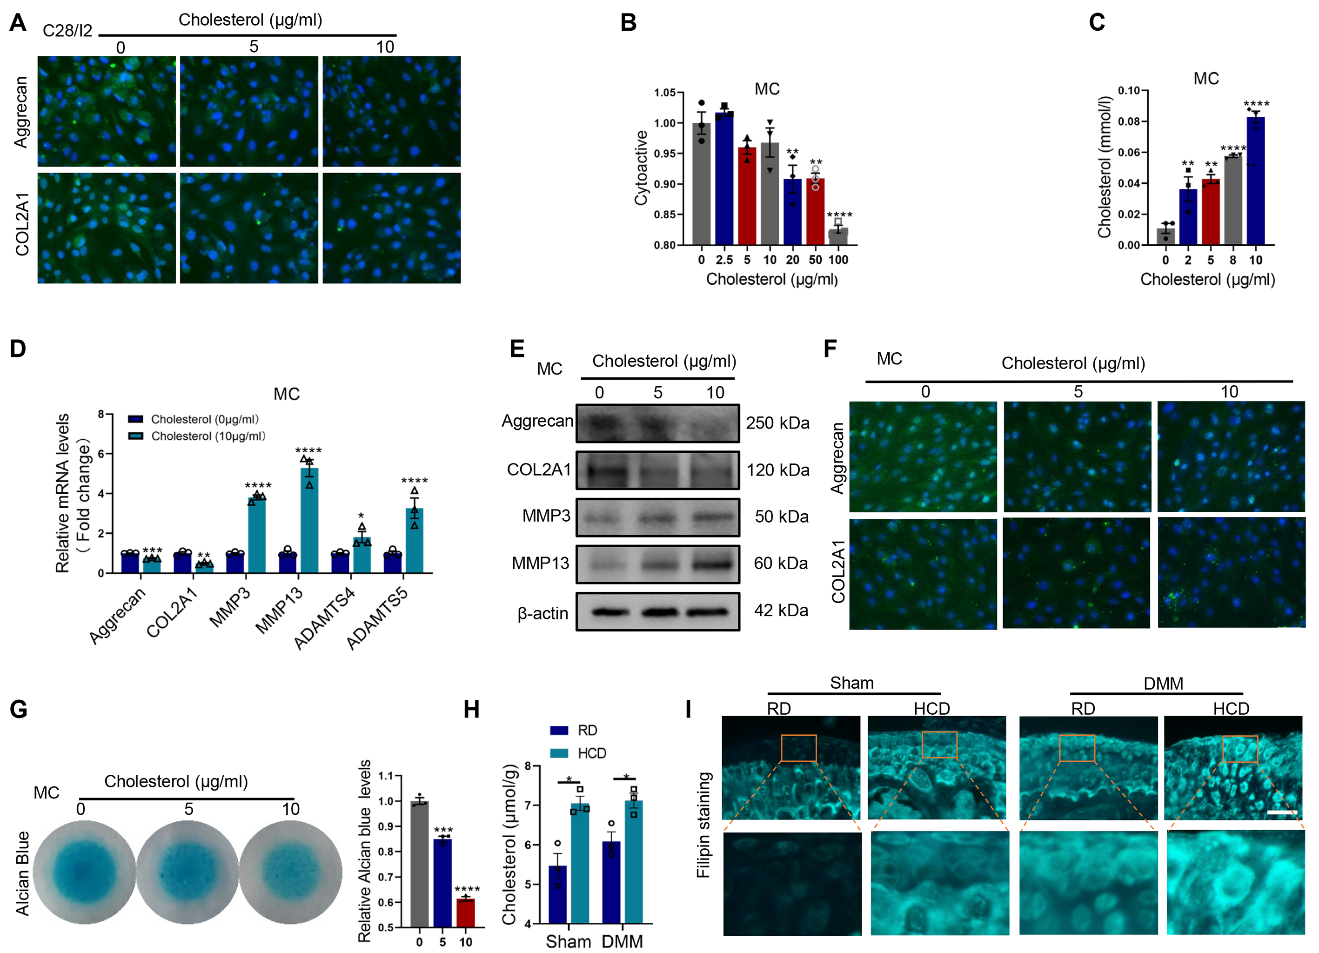

**Fig. S2 Supplementary materials for Fig. 2**

**A.** Representative immunofluorescence images (n=3) of Aggrecan and COL2A1 in C28/I2 cells treated with hydrogen peroxide, IL-1β or TNFα for 48 h. Scale bar, 100 μm. **B.** Cholesterol impact on MCs viability was detected by CCK-8 assay at 48 h (n=3). **C.** Total cholesterol level in MCs treated with 0, 2, 5, 8, 10 ug/ml cholesterol for 48 h (n=3). **D.** The mRNA expression level of COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 in MCs treated with cholesterol for 48 h (n=3). **E.** COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 protein levels in MCs treated with 0, 2.5, 5, 10 ug/ml cholesterol for 48 h (n=3). **F.** Representative immunofluorescence images (n=3) of Aggrecan and COL2A1 in MCs treated with hydrogen peroxide, IL-1β or TNFα for 48 h. Scale bar, 100 μm. **G.** Micromass culture and quantification of MCs treated with 0, 5, 10 ug/ml cholesterol for 7 days (n=3). **H.** The cartilage TC of HCD mice compared with RD mice in Sham and DMM group (n = 3). **I.** Representative images of Filipin staining of cartilage in four study group. Scale bar, 50 μm. The results were presented as mean ± SEM. *P＜0.05, **P＜0.01, *** P＜0.005 and **** P＜0.001 as compared with the control group.

**Figure S3**

**
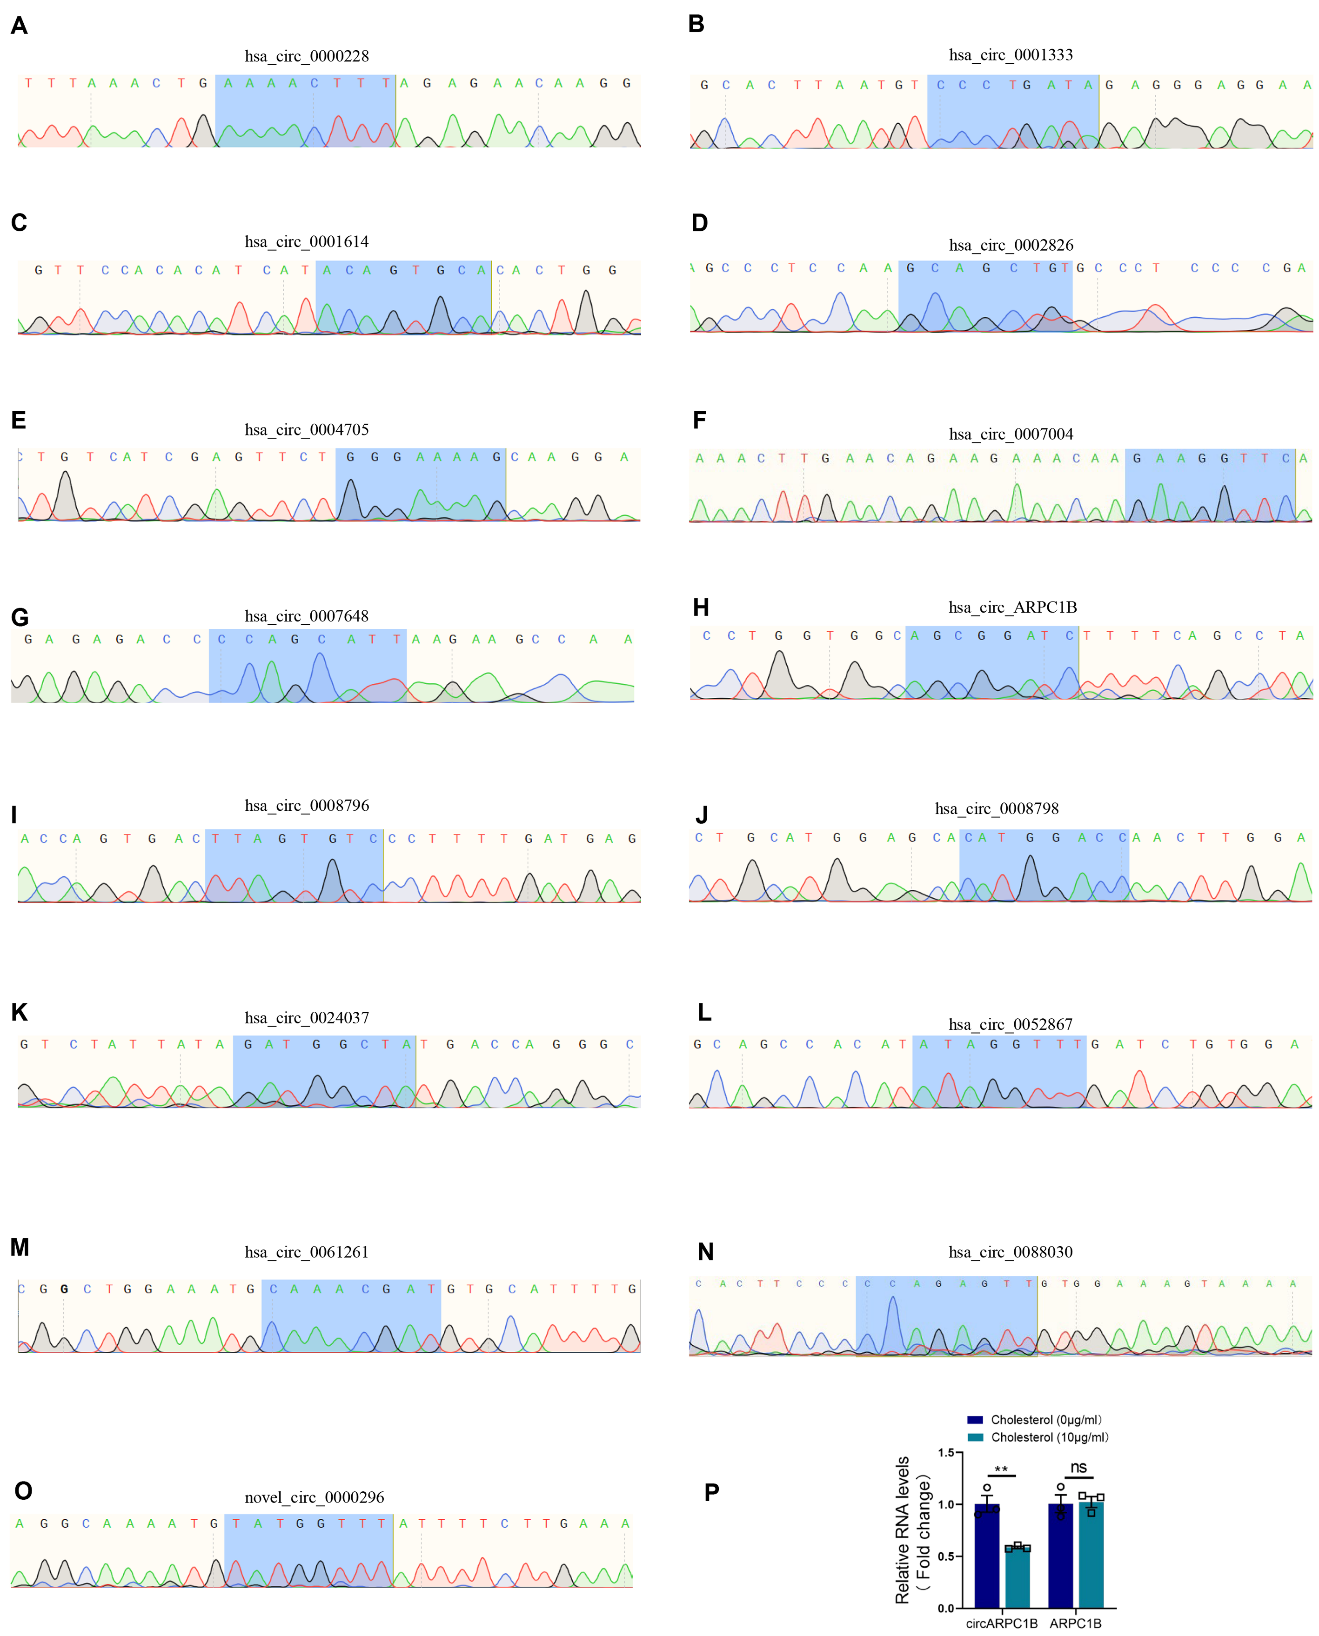
**

**Fig. S3 Supplementary materials for Fig. 3**

1. Sanger Sequencing of hsa_circ_0000228. **B.** Sanger Sequencing of hsa_circ_0001333. **C.** Sanger Sequencing of hsa_circ_0001614. **D.** Sanger Sequencing of hsa_circ_0002826. **E.** Sanger Sequencing of hsa_circ_0004705. **F.** Sanger Sequencing of hsa_circ_0007004. **G.** Sanger Sequencing of hsa_circ_0007648. **H.** Sanger Sequencing of hsa_circ_ARPC1B. **I.** Sanger Sequencing of hsa_circ_0008796. **J. S**anger Sequencing of hsa_circ_0008798. **K. S**anger Sequencing of hsa_circ_0024037. **L. S**anger Sequencing of hsa_circ_0052867. **M. S**anger Sequencing of hsa_circ_0061261. **N. S**anger Sequencing of hsa_circ_0088030. **O. S**anger Sequencing of novel_circ_0000296. **P.** circARPC1B and mARPC1B expression in C28/I2 cells (n=3). The blue area shows the backspliced junction site. *P < 0.05, **P＜0.01, *** P＜0.005 and **** P＜0.001 as compared with the control group.

**Figure S4**

**
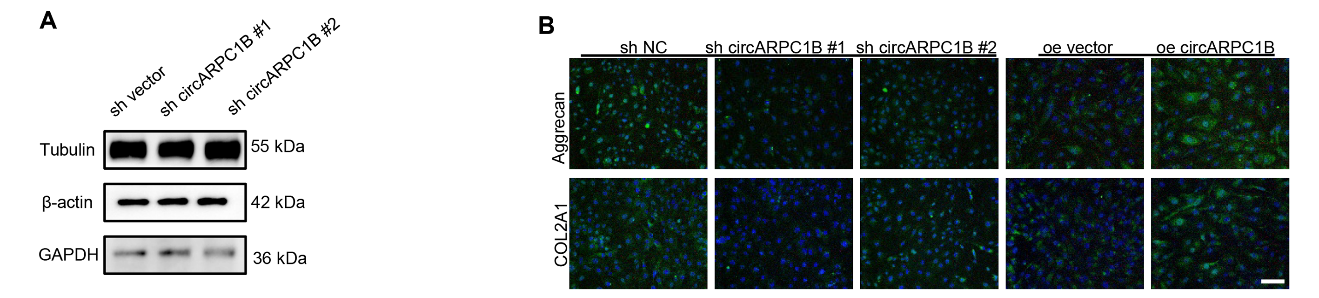
 Supplementary materials for Fig. 4**

**A.**  β-actin，Tubulin and GAPDH protein levels in C28/I2 cells after circARPC1B knockdown (n=3). **B.** Representative immunofluorescence images (n=3) of Aggrecan and COL2A1 in C28/I2 cells after circARPC1B knockdown and overexpression, scale bar, 100 μm.

**Figure S5**

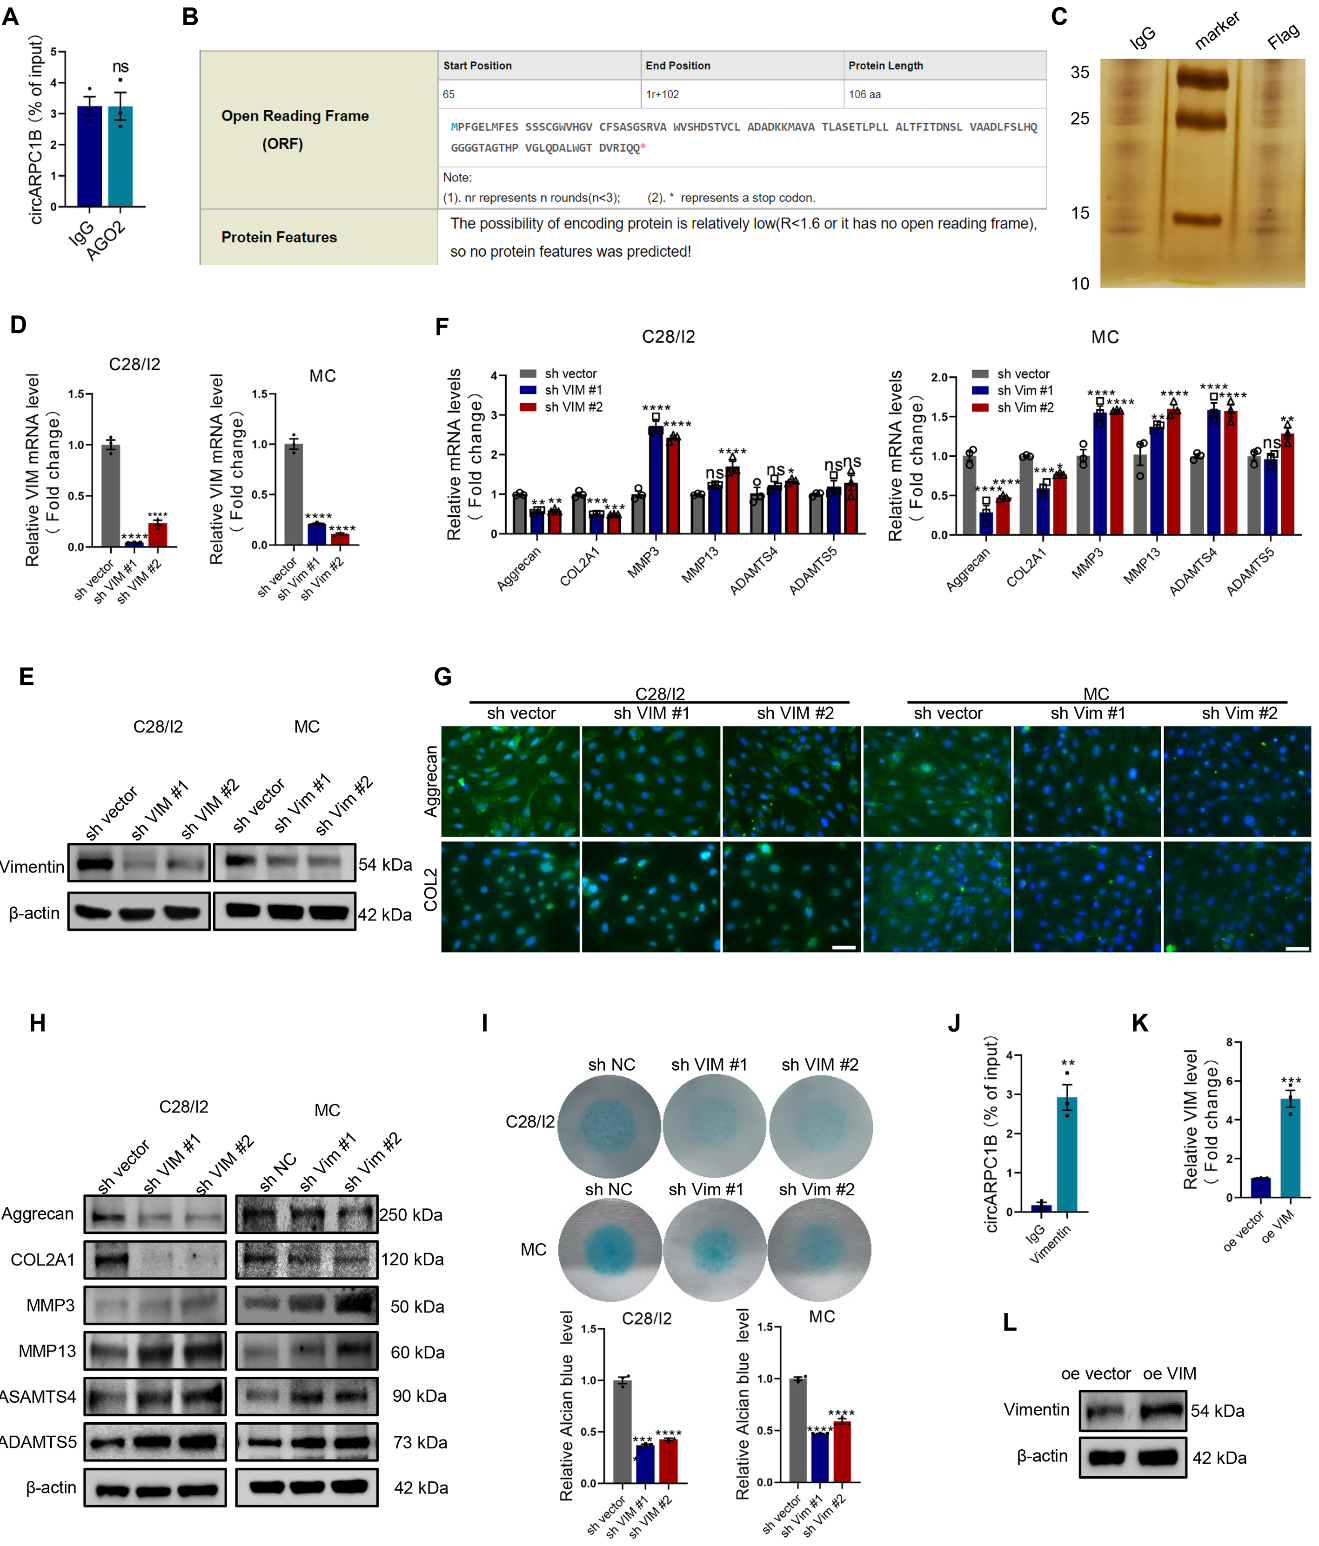

**Fig. S5 Supplementary materials for Fig. 5**

**A.** circARPC1B expression in AGO2 RIP assay. **B.** Bioinformatic analysis of circARPC1B by circRNADb software. **C.** Silver staining of proteins interacting with igG or Flag in C28/I2 cells transfected with circARPC1B-Flag vector. **D.** VIM mRNA expression in C28/I2 cells and MCs transfected with VIM shRNAs (n=3). **E.** Vimentin protein expression in C28/I2 cells and MCs transfected with VIM shRNAs (n=3). **F.** The mRNA expression level of COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 in C28/I2 cells after vimentin knockdown (n=3). **G.** Representative immunofluorescence images (n=3) of Aggrecan and COL2A1 in C28/I2 cells and MCs after vimentin knockdown, scale bar, 100 μm. **H.** COL2A1, Aggrecan, MMP3, MMP13, ADAMTS4, and ADAMTS5 protein levels in C28/I2 cells and MCs after Vimentin knockdown (n=3). **I.** Micromass culture and quantification of C28/I2 cells and MCs after Vimentin knockdown for 7 days (n=3). **J.** Vimentin-circARPC1B interaction detected by CLIP assay (n=3). **K.** VIM mRNA expression in C28/I2 cells transfected with Vimentin overexpression plasmid (n=3). **L.** Vimentin protein expression in C28/I2 cells transfected with Vimentin overexpression plasmid (n=3). The results were represented as mean ± SEM. *P < 0.05, **P＜0.01, *** P＜0.005 and **** P＜0.001 as compared with the control group.

**Figure S6**

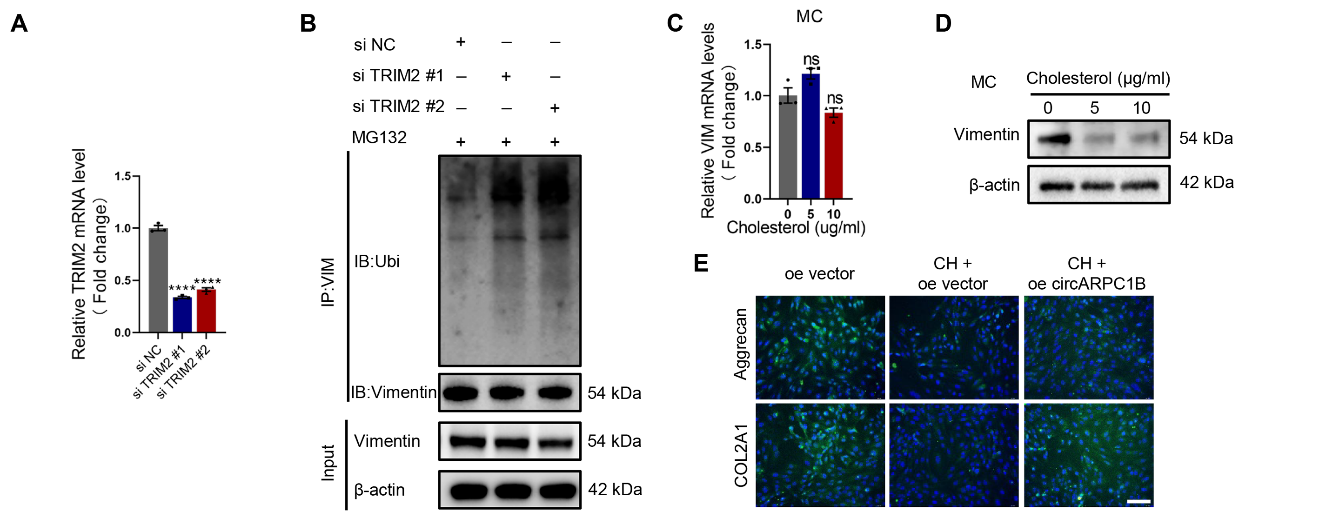

**Fig. S6 Supplementary materials for Fig. 6.7**

**A.** TRIM2 mRNA expression in C28/I2 cells transfected with TRIM2 siRNA (n=3). **B.** Effect of TRIM2 knockdown on vimentin ubiquitylation (n=3). **C.** VIM mRNA expression in MCs treated with 0, 5, 10 ug/ml cholesterol (n=3). **D.** Vimentin protein expression in MCs treated with 0, 5, 10 ug/ml cholesterol (n=3). **E.** Representative immunofluorescence images (n=3) of the effect of circARPC1B overexpression on Aggrecan and COL2A1 in C28/I2 cells treated with 10 ug/ml cholesterol, scale bar, 100 μm. The results were represented as mean ± SEM. *P < 0.05, **P＜0.01, *** P＜0.005 and **** P＜0.001 as compared with the control group.

# Supplementary material for: Circular RNA circARPC1B functions as a stabilisation enhancer of Vimentin to prevent high cholesterol‐induced articular cartilage degeneration
**Source:** Clin Transl Med. 2023 Sep 22;13(9):e1415. doi: 10.1002/ctm2.1415
**Supplement:** Supplementary file 4 — Supporting Information

**Additional file 4**

**Circular RNA circARPC1B functions as a stabilization enhancer of Vimentin to prevent cholesterol-induced articular cartilage degeneration**

Jiarui Li^1*^, Xiang Li^1*^, Shengji Zhou^1*^, Yuxin Wang^1^, Tiantian Ying^1^, Quan Wang^1^, Yizheng Wu^2#^, Fengchao Zhao^1#^

**Supplemental Table:**

Supplemental Table 1. The information of patients.

Supplemental Table 2. Primers and sequences used in this study.

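Table S2 gives the circARPC1B circle and the oligonucleotides that target it. On the circle, the sequence TGGTGGCAGCGGATCTTTT of shRNA-1 has 11 bases before the back-splice junction and 8 after it, and GGCAGCGGATCTTTTCAGC of shRNA-2 has 7 before and 12 after. The siRNA CTGGTGGCAGCGGATCTTT, written as DNA without its overhang, has 12 before and 7 after. The FISH probe AAAGATCCGCTGCCACCAGGC is complementary to 14 bases before the junction and 7 after it. The reverse primer GCTGAAAAGATCCGCTGCCA covers 8 bases before the junction and 12 after it, whereas its partner CGACTCTGGCCTCTGAAACA lies within the exons. The other listed pair, CTGGCCTCTGAAACACTACCA (bases 218 to 238 of the circle, plus strand) and GCTGGCTGAGAAACAGACG (bases 121 to 139, minus strand), does not cross the junction. Both of these primers match the linear exons, where they point away from each other, so that only a product around the circle would cross the junction. Each sequence across the junction is interrupted in linear ARPC1B.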

Supplemental Table 3. Top 20 CircARPC1B-binding proteins identified by mass spectrometry (ranked by prot_score).

Supplemental Table 4. Top 30 VIM predicted E3 ligases by UbiBrowser (ranked by score).

**Table S1.** **The information of patients.**

**Table S2. Primers and sequences used in this study.**

**Table S3.** **Top 20 CircARPC1B-binding proteins identified by mass spectrometry (ranked by prot_score).**

| Number | Accession | Description | prot_score |
| --- | --- | --- | --- |
| 1 | P08670 | Vimentin OS=Homo sapiens OX=9606 GN=VIM PE=1 SV=4 | 323 |
| 2 | Q15149 | Plectin OS=Homo sapiens OX=9606 GN=PLEC PE=1 SV=3 | 323 |
| 3 | P35579 | Myosin-9 OS=Homo sapiens OX=9606 GN=MYH9 PE=1 SV=4 | 323 |
| 4 | P01040 | Cystatin-A OS=Homo sapiens OX=9606 GN=CSTA PE=1 SV=1 | 323 |
| 5 | P68871 | Hemoglobin subunit beta OS=Homo sapiens OX=9606 GN=HBB PE=1 SV=2 | 277 |
| 6 | P49756 | RNA-binding protein 25 OS=Homo sapiens OX=9606 GN=RBM25 PE=1 SV=3 | 176 |
| 7 | P62979 | Ubiquitin-40S ribosomal protein S27a OS=Homo sapiens OX=9606 GN=RPS27A PE=1 SV=2 | 135 |
| 8 | F8VZY9 | Keratin, type I cytoskeletal 18 OS=Homo sapiens OX=9606 GN=KRT18 PE=1 SV=1 | 134 |
| 9 | P04259 | Keratin, type II cytoskeletal 6B OS=Homo sapiens OX=9606 GN=KRT6B PE=1 SV=5 | 130 |
| 10 | Q0VAS5 | Histone H4 OS=Homo sapiens OX=9606 GN=HIST1H4H PE=1 SV=1 | 96 |
| 11 | P15924 | Desmoplakin OS=Homo sapiens OX=9606 GN=DSP PE=1 SV=3 | 90 |
| 12 | B4DVQ0 | cDNA FLJ58286, highly similar to Actin, cytoplasmic 2 OS=Homo sapiens OX=9606 PE=2 SV=1 | 81 |
| 13 | A0A7I2V5N4 | Elongation factor 1-alpha OS=Homo sapiens OX=9606 GN=EEF1A1 PE=1 SV=1 | 80 |
| 14 | B5BU08 | U2 small nuclear RNA auxillary factor 1 isoform a OS=Homo sapiens OX=9606 GN=U2AF1 PE=2 SV=1 | 76 |
| 15 | B3KPS3 | Tubulin alpha chain OS=Homo sapiens OX=9606 PE=2 SV=1 | 72 |
| 16 | A0A024R5C5 | Pyruvate carboxylase OS=Homo sapiens OX=9606 GN=PC PE=4 SV=1 | 70 |
| 17 | O75533 | Splicing factor 3B subunit 1 OS=Homo sapiens OX=9606 GN=SF3B1 PE=1 SV=3 | 65 |
| 18 | B3KQH1 | cDNA FLJ90452 fis, clone NT2RP3001475, highly similar to Splicing factor 3B subunit 3 OS=Homo sapiens OX=9606 PE=2 SV=1 | 64 |
| 19 | Q9Y3B4 | Splicing factor 3B subunit 6 OS=Homo sapiens OX=9606 GN=SF3B6 PE=1 SV=1 | 61 |
| 20 | P07437 | Tubulin beta chain OS=Homo sapiens OX=9606 GN=TUBB PE=1 SV=2 | 53 |

**Table S4. Top 30 VIM predicted E3 ligases by UbiBrowser (ranked by score).**

| E3 | E3GENE | HOMO | PFAM | GO | NET | MOTIF | SCORE |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Q9C040 | TRIM2 | 1 | 3.17 | 1 | 1.44 | 2.12 | 0.728 |
| Q86TM6 | SYVN1 | 1 | 1 | 1.25 | 2.2 | 3.41 | 0.702 |
| O75382 | TRIM3 | 1 | 3.17 | 1.13 | 1.77 | 1 | 0.69 |
| Q13049 | TRIM32 | 1 | 3.17 | 1.13 | 1.77 | 1 | 0.69 |
| Q86YT6 | MIB1 | 1 | 1 | 1.51 | 1.44 | 2.8 | 0.687 |
| Q9UM11 | FZR1 | 1 | 1 | 1.51 | 1.84 | 2.12 | 0.684 |
| Q9UNE7 | STUB1 | 1 | 1 | 3.98 | 1.87 | 1 | 0.681 |
| Q9HCE7 | SMURF1 | 1 | 1 | 2.88 | 1.87 | 1.06 | 0.655 |
| P22681 | CBL | 1 | 1 | 2.33 | 1.55 | 1.06 | 0.625 |
| Q8WY64 | MYLIP | 1 | 1 | 1.13 | 1 | 2.8 | 0.623 |
| Q2Q1W2 | TRIM71 | 1 | 3.17 | 1 | 1 | 1 | 0.623 |
| Q13309 | SKP2 | 1 | 1 | 1 | 1.44 | 2.12 | 0.619 |
| P53804 | TTC3 | 1 | 1 | 1 | 1.44 | 2.12 | 0.619 |
| Q86YJ5 | 9-Mar | 1 | 1 | 1 | 1 | 2.8 | 0.61 |
| Q9H1K0 | ZFYVE20 | 1 | 1 | 1.51 | 1.84 | 1 | 0.609 |
| Q06587 | RING1 | 1 | 1 | 1.51 | 1.84 | 1 | 0.609 |
| P51668 | UBE2D1 | 1 | 1 | 1.51 | 1.84 | 1 | 0.609 |
| P02511 | CRYAB | 1 | 1 | 1.51 | 1.84 | 1 | 0.609 |
| Q92466 | DDB2 | 1 | 1 | 1.51 | 1.84 | 1 | 0.609 |
| O75592 | MYCBP2 | 1 | 1 | 1.51 | 1.84 | 1 | 0.609 |
| Q9NWF9 | RNF216 | 1 | 1 | 1 | 1.29 | 2.12 | 0.608 |
| Q9H992 | 7-Mar | 1 | 1 | 1 | 1.29 | 2.12 | 0.608 |
| Q9Y2K7 | KDM2A | 1 | 1 | 1.51 | 2.3 | 1 | 0.605 |
| Q15542 | TAF5 | 1 | 1 | 1.51 | 1.77 | 1 | 0.605 |
| Q14241 | TCEB3 | 1 | 1 | 1.51 | 1.77 | 1 | 0.605 |
| Q13702 | RAPSN | 1 | 1 | 1.51 | 1.77 | 1 | 0.605 |
| P61024 | CKS1B | 1 | 1 | 1.51 | 1.77 | 1 | 0.605 |
| P46736 | BRCC3 | 1 | 1 | 1.51 | 1.77 | 1 | 0.605 |
| P35227 | PCGF2 | 1 | 1 | 1.51 | 1.77 | 1 | 0.605 |
| Q15386 | UBE3C | 1 | 1 | 1.25 | 1 | 2.12 | 0.604 |

How the deposited data were processed for this re-analysis (not part of the article)

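The measurements analysed here are back-splice junction read counts of circRNAs in 6 libraries of C28/I2 cells, 3 treated with 10 μg/mL cholesterol for 48 h and 3 without cholesterol. The groups were taken from the sample labels and the methods of the paper, which give the same numbers of samples. Of the per-sample columns of the deposited table, each matched a sample by its title. The authors prepared strand-specific libraries after ribosomal depletion and RNase R digestion, trimmed the reads, aligned them to Ensembl GRCh38 with bwa, and took the junction reads found by CIRI as the circRNA counts, which they deposited without normalization and without pooling replicates. The values that the authors deposited under the heading TPM are CPM, the count scaled to a fixed total of junction reads per library. They were compared with the counts and not tested.

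From the counts, the test of cholesterol against control was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default prior count, no filter on low counts and the condition as the only term. This follows the paper in using all detected circRNAs and an unadjusted p-value of 0.05. The prior degrees of freedom of this fit were infinite. The spread of a single circRNA between its replicates therefore did not enter its edgeR p-value. Adjusted p-values are by Benjamini-Hochberg over the 3089 circRNAs. The edgeR test gives no standard error. The standard errors printed beside its log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. They restate the test and are not a separate measure of spread. DESeq2 1.42.0, the tool the authors named for normalization, was run with its default Wald test. Totals, numbers of detected circRNAs and single circRNAs were compared by exact two-sided permutation tests, which cannot give a p under 0.1 with 3 libraries against 3. A count of 0 was taken to allow up to 3 reads. Where every library of a group was at or under 3 reads, the fold change is given as a bound against that limit. PCR copies of a molecule carry no identifier in these counts, so that such limits cover counting error only. The depth was 9168 to 14322 junction reads per library.

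The circRNAs named by rule are the 15 of Fig. 3C and, in each direction, the 3 with the smallest unadjusted p-value in edgeR among those whose groups did not overlap in CPM and which were not among the 15. This rule, the edgeR test and the alternatives were set before the data were examined. Outside the rule, hsa_circ_0005692, hsa_circ_0001839 and hsa_circ_0000284 were named after their values were seen. The alternatives were DESeq2, scaling by library size or by median-of-ratios factors (RLE), the filterByExpr function, a filter of at least 2 counts in at least 3 libraries, the earlier (legacy) quasi-likelihood method, a replicate block, a prior count of 2, other count minimums, and leaving out each library in turn. They were listed for the counts and for the 3 circRNAs followed up in the paper, and were applied to the other circRNAs named by rule as well. To see what any grouping of these libraries gives, the tests were repeated on the 10 splits of the 6 libraries into 3 and 3, of which only the count of circRNAs present in one group and at 0 in the other was set beforehand.

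The tests were checked on simulated counts drawn with the means, library sizes and dispersion trend of the real data, in which 200 circRNAs were changed 8-fold. Of 2176 circRNAs with simulated reads, 150 were changed ones. At an unadjusted p-value of 0.05, edgeR called 61 of these 150 and 86 of the 2026 unchanged ones (4.24%), and DESeq2 called 42 and 57 (2.81%). At an adjusted p-value of 0.05, edgeR called 25 changed and 0 unchanged circRNAs, and DESeq2 called 0 of either. For the 23 changed circRNAs with at least 60 reads in the real table, the median log2 fold change was 3.05 with edgeR and 3.08 with DESeq2, against 3 put in.

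Pairs of libraries were compared before averaging. The chi-square per degree of freedom over circRNAs with at least 10 reads in a pair lay between 3.41 and 4.61. No pair was closer than sampling noise, so that no library appeared to be a copy of another. This check cannot show whether the libraries came from separate cultures. Each library was counted as 1 replicate, as the paper gives 3 samples in each group. Positions are on GRCh38 with GENCODE v44 annotation. As a check of the build, the first bases of 469 of 472 circRNAs (99.4%) in the copy of Additional file 2 used here matched the genome at the stated position. This copy is shortened and includes 3 of the 15 circRNAs of Fig. 3C. Host genes were taken from the primers of Table S2 where 1 gene alone matched both, which held for 8 of the 15, and circARPC1B was placed by the sequence of its circle. The experiments of the paper on patient tissue, mice, protein and qRT-PCR were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.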

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

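The rule that picks these circRNAs, their edgeR test and the alternatives were set before the data were examined, although the alternatives were listed for other results. Their use to weigh causes, and the count of circRNAs whose groups did not overlap over the splits, were chosen after the values were seen. Groups of 3 libraries were not examined for single outlying samples.

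Outside the circRNAs of Fig. 3C, 3 circRNAs that the paper does not discuss were higher in every cholesterol library than in every control library and had the smallest unadjusted p-values of that kind. With cholesterol, hsa_circ_0040809 had 23, 25 and 11 reads, against 0, 4 and 8 without it, and its mean normalized count was 4.98 times the control mean (log2 fold change 2.26, standard error 0.69, unadjusted p = 0.00102 in edgeR). The corresponding reads of hsa_circ_0005253 were 20, 11 and 6 against 0, 0 and 4. Its mean normalized counts give a quotient of 10.0, but the control mean is under the limit of 3 reads, so that this is not a measured fold change (unadjusted p = 0.00504 in edgeR). The third, hsa_circ_0001006, is among the best counted circRNAs, with 158, 168 and 148 reads against 138, 103 and 102, and a ratio of 1.38 (log2 fold change 0.47, standard error 0.16, unadjusted p = 0.00281 in edgeR). The adjusted p-value of each was 0.772 (edgeR with Benjamini-Hochberg adjustment), and between 0.384 and 0.911 for hsa_circ_0040809 over the alternatives. The exact permutation p of each was 0.1, the smallest that 3 libraries against 3 allow.

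Library scaling as the whole cause is argued against by library-size scaling and RLE factors. Under these all 3 stayed higher, with a largest unadjusted p of 0.00521 in edgeR. DESeq2, which also changes the test, gave a largest unadjusted p of 0.0125 for the 3. Chance cannot be told apart from an effect of cholesterol with 10 splits. Among the 254 circRNAs kept by filterByExpr, the groups did not overlap for 31 (12.2%, where chance gives 10%), and 2 of the 10 splits gave as many. Single libraries also matter, since hsa_circ_0005253 lost its unadjusted p under 0.05 without cholesterol replicate 1 (unadjusted p = 0.0859, edgeR) and hsa_circ_0001006 without control replicate 3 (unadjusted p = 0.112, edgeR), whereas hsa_circ_0040809 stayed between 2.6e-04 and 0.0142 in the 6 fits that each left out one library. Its log2 fold change nevertheless moved from 2.26 to 1.67 without control replicate 1 and to 3.14 without control replicate 3. A response to cholesterol stays open for all 3 and was not tested beyond this comparison.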

How the results depend on the processing

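With 3089 circRNAs tested, the number with an unadjusted p-value under 0.05 was 76 in edgeR and stayed within 1.5 times of it under library-size scaling (79), RLE factors (79), the filter of at least 2 counts in at least 3 libraries (68), the legacy method (57) and the replicate block (51). It was 36 with DESeq2 (cause not tested) and 18 with filterByExpr, where only 254 circRNAs were tested. From 66 to 86 were called across the 6 fits that each left out one library. The even split of 38 higher and 38 lower depended on single libraries, with 24 higher and 53 lower without cholesterol replicate 2 and 26 higher and 50 lower without control replicate 1. Of the calls, 35 were shared between DESeq2 and edgeR and 15 between filterByExpr and edgeR. Leaving out a library kept between 38 and 52 of the 76. The number with an adjusted p-value under 0.05 was 0 throughout (with 76 at an unadjusted p under 0.05), except in 2 fits. Across the 6 fits that left out one library it lay from 0 to 1, and the single circRNA called without cholesterol replicate 1 and without cholesterol replicate 3, named after its values were seen, was hsa_circ_0005692, with 47 reads in cholesterol replicate 2 and 0 in all other libraries (adjusted p = 0.00178 and 0.00119, edgeR).

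The number with an unadjusted p-value under 0.05 and an absolute log2 fold change over 5 was 38, and 15 with DESeq2, 0 with filterByExpr, 6 with the replicate block and 0 with a prior count of 2. The last follows from the prior count itself, which shrinks fold changes against a group at 0, and the cause of the others was not tested. Of the 15 circRNAs of Fig. 3C, 15 had an unadjusted p-value under 0.05 in edgeR, and 0 with filterByExpr, which keeps none of them. With one library left out, from 9 to 13 remained, 9 without control replicate 3.

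The replicate numbers were checked for pairing. The correlations of the deviations from the group means between libraries of the same number were -0.018, 0.011 and -0.066 over 249 circRNAs, which gives no sign of pairing. Noise in low counts also draws such correlations towards 0, so that pairing is not excluded. With the replicate block, 3 of the 15 had an unadjusted p-value under 0.05, and hsa_circ_0008796 had an unadjusted p = 0.0645 (edgeR).

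For circARPC1B the direction and the side of 0.05 held in every alternative that could be computed, with an unadjusted edgeR p-value from 1.56e-04 without control replicate 1 to 0.0153 without control replicate 3, and an adjusted p-value from 0.346 to 1.00. No value could be had with filterByExpr, which removes it and the 2 circRNAs followed up with it. For hsa_circ_0007004 the unadjusted edgeR p-value ranged from 0.00326 to 0.116 across the 6 fits that each left out one library, the latter without control replicate 2. For hsa_circ_0008796 it ranged from 0.00625 to 0.104, the latter without control replicate 1. Among the 18 other named circRNAs, 182 of 221 alternatives stayed on the same side of 0.05 and 39 lost it, 27 of them with a library left out. None of the 221 changed direction.

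The number of circRNAs present in one group and at 0 in the other was 38, and it fell to 9 with at least 5 counts and to 0 with at least 10. It rose to between 75 and 99 across the 6 fits that each left out one library, since fewer libraries have to be at 0. Of the circRNAs detected in the study, 3089 in all, 1638 were found in at least 2 libraries, 331 in all 6, and 1410 had at least 10 counts in total. The difference in circRNAs detected per library, cholesterol minus control, was -144.33 and reversed to 1.33 with a count of at least 10. It ranged from -263.17 to -19.67 with one library left out. The difference in junction reads per library was -546.7 and ranged from -1968.7 without cholesterol replicate 2 to 608.3 without cholesterol replicate 3. It was 231.5 without control replicate 3. The permutation test of neither quantity could pass 0.05. The low counts limit the results on the 15 circRNAs of Fig. 3C, which rest on 18 to 34 reads each.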

Differences from the paper's values

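The edgeR test gave 76 circRNAs with an unadjusted p-value under 0.05, against the paper's 36. Of the alternatives set before the data were examined, DESeq2 gave 36 and the replicate block 51, and the others remained more than 1.5 times away. DESeq2 is the tool named in the paper's supplementary methods. The numbers higher and lower with cholesterol were 38 and 38, against about 18 and about 18 in Fig. 3B, read by eye. DESeq2 gave 18 and 18 and the replicate block 26 and 25. For the number higher, leaving out cholesterol replicate 2 (24), control replicate 1 (26) or control replicate 2 (27) also came within 1.5 times, and no other alternative did.

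With an unadjusted p-value under 0.05 and an absolute log2 fold change over 5, edgeR gave 38 circRNAs against the paper's 15. DESeq2 gave 15, and none of the other alternatives came within 1.5 times. These 15 were the circRNAs of Fig. 3C. The use of edgeR in place of DESeq2 is therefore enough to account for the differences from the paper's 36 and 15.

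With a count of 0 taken to allow up to 3 reads, the junction reads put the level of circARPC1B with cholesterol at no more than 0.270 of the control mean. This limit covers counting error in the zeros only. In Fig. 3E, read by eye, it was about 0.6 by qRT-PCR. The paper does not state whether the sequenced cultures were used there. None of the alternatives closed the gap, the highest limit being 0.332 without control replicate 3. The gap is nevertheless smaller than the control SD, which was 0.632 of the control mean. For hsa_circ_0007004 and hsa_circ_0008796 the limits were 0.356 and 0.388, against about 0.7 for each in Fig. 3E, read by eye. These gaps were also smaller than the control SD, so that a difference from qRT-PCR is not established for any of the 3.

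In Fig. 3D, read by eye, hsa_circ_0007004 has the highest baseline level of the 15 circRNAs. The legend does not state how these levels were measured. In the control libraries circARPC1B had the most reads (34), followed by hsa_circ_0007004 (25), novel_circ_0000296 (24) and, with 23 each, hsa_circ_0008796, hsa_circ_0024037 and hsa_circ_0001614. The means of the first 2 were 963 ± 609 CPM and 729 ± 575 CPM (SD, n = 3), a difference smaller than either SD.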

Other observations

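The tests in this part were chosen after the values were seen, with some exceptions. The count of circRNAs present in one group and at 0 in the other over the splits of the libraries was set beforehand. So were the edgeR test of cholesterol against control and its alternatives, DESeq2 and filterByExpr among them. The rule that names the lower circRNAs below, with their tests, was also set beforehand.

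Other splits of the 6 libraries gave results of the size seen between cholesterol and control. In edgeR, 3 of the 10 splits gave at least 76 circRNAs with an unadjusted p-value under 0.05 (58 to 79 in the other splits), and with DESeq2 4 of the 10 gave at least 36 (19 to 40). With an absolute log2 fold change over 5 as well, 6 of the 10 splits gave at least the 38 of edgeR and 5 of the 10 at least the 15 of DESeq2 (8 to 21 in the other splits). All 10 gave 0 circRNAs with an adjusted p-value under 0.05 in edgeR, where the real split had 76 at an unadjusted p under 0.05. With 10 splits, an effect of cholesterol on the number of circRNAs and a division of the libraries at random cannot be told apart. A mean of 154 circRNAs of 3089 would pass an unadjusted 0.05 if p-values were uniform.

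The pattern of Fig. 3C, reads in all libraries of one group and 0 in all of the other, was met by 38 circRNAs, 13 in cholesterol alone and 25 in control alone. Over the splits, 4 of the 10 gave at least 38, and with at least 5 reads in each library 3 of the 10 gave at least the 9 of the real split. The difference of 12 between the numbers in cholesterol alone and in control alone was matched by 5 of the 10 splits. As a hypothesis, such patterns may come from counting noise around one level shared by all libraries. In 200 simulations of Poisson counts with the real levels and depths, circRNAs with a library under 5 reads made this pattern 28.8 times on average (16 to 44), against 29 observed, and counts whose variance is 3.20 times the mean, as measured at 84 circRNAs with at least 20 reads on average, made it 31.8 times (17 to 44). With at least 5 reads in each library, Poisson counts gave 0.05 on average (at most 1) and counts with the larger variance 1.46 (0 to 5), against 9 observed. Neither reached 9, although the larger variance raised the number. A variance above 3.20 times the mean was not simulated, so that a larger spread is not excluded. Whether cholesterol or another difference between cultures or libraries is behind them stays open.

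The circRNA counts dropped to 0 more often than depth accounts for. Where both other replicates of a group had at least 5 reads, 377 of 2558 counts (14.7%) were 0. Simulated Poisson counts of one shared level gave 50.2 on average (28 to 70). A variance of 3.20 times the mean gave 190.7 (157 to 225). Both fall short of 377, so neither could be the whole source. Where both other replicates had at least 20 reads, 0 of 398 were 0. The counts do not show whether the extra zeros come from the cells, from the preparation or from the identification step, and no biological explanation was tested.

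Reads of some circRNAs were confined to 1 library. In the whole table, 62 circRNAs had at least 10 reads in 1 library and 0 in the other 5, spread over all libraries (7 to 17 in each). Poisson counts gave 0.01 on average and a spread proportional to the mean gave 17.6 (7 to 31), so that neither accounts for 62. A larger spread was not simulated. Of these, hsa_circ_0005692 had 47 reads in cholesterol replicate 2, hsa_circ_0001839 had 30 in cholesterol replicate 3, and hsa_circ_0000284 had 21 in cholesterol replicate 1, named after their values were seen. In edgeR, 5 of the 76 circRNAs with an unadjusted p-value under 0.05 had reads in 1 library only, and with DESeq2 0 of the 36 did. The source of these counts stays open.

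The relative spread between replicates fell with abundance. The median coefficient of variation within groups was 121.7% for 658 circRNAs with 2 to 5 reads on average and 17.9% for 18 circRNAs with at least 50. Counting noise alone also lowers this value with abundance, so that it does not separate counting noise from variation between cultures. The variance was 5.08 times the mean in the former class and 3.71 times in the latter.

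Among the 254 circRNAs kept by filterByExpr, 18 had an unadjusted p-value under 0.05, and this was the largest number of the 10 splits (1 of 10, with 6 to 17 in the other splits), the smallest share that 10 splits allow. None had an adjusted p-value under 0.05 (edgeR). As a hypothesis, cholesterol may shift some of the better counted circRNAs, which 10 splits cannot tell apart from chance. The 3 lower circRNAs with the smallest unadjusted p-values whose groups did not overlap, outside Fig. 3C, were hsa_circ_0000958 (56, 55 and 37 reads with cholesterol against 88, 58 and 91, unadjusted p = 0.00227 in edgeR), hsa_circ_0004594 (13, 20 and 6 against 34, 36 and 23, unadjusted p = 0.00258) and hsa_circ_0009052 (0, 11 and 14 against 19, 24 and 24, unadjusted p = 0.00822). The last lost its unadjusted p under 0.05 without cholesterol replicate 1 (unadjusted p = 0.0927, edgeR) and with DESeq2 (unadjusted p = 0.206). Each had an adjusted p of 0.772 (edgeR) and an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow.

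Libraries of different groups were about as far from each other as libraries of one group. The mean chi-square per degree of freedom was 4.04 between groups and 3.97 within groups, a difference of 0.0688, and 3 of the 10 splits gave as large a difference.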
